# RNA Profiling of Mouse Ependymal Cells after Spinal Cord Injury Identifies the Oncostatin Pathway as a Potential Key Regulator of Spinal Cord Stem Cell Fate

**DOI:** 10.3390/cells10123332

**Published:** 2021-11-27

**Authors:** Robert Chevreau, Hussein Ghazale, Chantal Ripoll, Chaima Chalfouh, Quentin Delarue, Anne Laure Hemonnot-Girard, Daria Mamaeva, Helene Hirbec, Bernard Rothhut, Shalaka Wahane, Florence Evelyne Perrin, Harun Najib Noristani, Nicolas Guerout, Jean Philippe Hugnot

**Keywords:** stem cells, spinal cord, injury, regeneration, ependyma, microglia, oncostatin

## Abstract

Ependymal cells reside in the adult spinal cord and display stem cell properties in vitro. They proliferate after spinal cord injury and produce neurons in lower vertebrates but predominantly astrocytes in mammals. The mechanisms underlying this glial-biased differentiation remain ill-defined. We addressed this issue by generating a molecular resource through RNA profiling of ependymal cells before and after injury. We found that these cells activate STAT3 and ERK/MAPK signaling post injury and downregulate cilia-associated genes and FOXJ1, a central transcription factor in ciliogenesis. Conversely, they upregulate 510 genes, seven of them more than 20-fold, namely Crym, Ecm1, Ifi202b, Nupr1, Rbp1, Thbs2 and Osmr—the receptor for oncostatin, a microglia-specific cytokine which too is strongly upregulated after injury. We studied the regulation and role of Osmr using neurospheres derived from the adult spinal cord. We found that oncostatin induced strong Osmr and p-STAT3 expression in these cells which is associated with reduction of proliferation and promotion of astrocytic versus oligodendrocytic differentiation. Microglial cells are apposed to ependymal cells in vivo and co-culture experiments showed that these cells upregulate Osmr in neurosphere cultures. Collectively, these results support the notion that microglial cells and Osmr/Oncostatin pathway may regulate the astrocytic fate of ependymal cells in spinal cord injury.

## 1. Introduction

The spinal cord lies in the caudal part of the central nervous system and conveys motor information to the muscles and relays sensory signals back to the brain. It is affected by several pathologies such as multiple sclerosis, motoneuron degeneration and traumatic injuries. No curative treatments for these diseases exist. Animals like salamanders and zebrafish regenerate spinal cord cells, including neurons, after lesions [1]. This extraordinary property is due to the persistence of fetal-like radial-glia stem cells around the adult spinal cord central canal. These cells express the FOXJ1 transcription factor and maintain the expression of spinal cord developmental genes such as Pax6 and Shh. Similar FOXJ1^+^ cells exist in mammals, including young humans, constituting the ependymal region [2,3,4,5,6]. We and others have shown that this region is organized like the germinative cell layer (namely the neuroepithelium) which generates most spinal cord cells during development. Key spinal cord developmental transcription factors and genes such as Arx, Msx1, Nestin, Pax6 and Zeb1 remain expressed in this area both in mouse and human [6].

Mouse ependymal cells are mostly CD24^+^ CD133^+^ bi-ciliated cells resembling E2 ependymal cells found in the brain lateral ventricles [7]. Compared to brain multiciliated E1 ependymocytes, spinal cord ependymal cells are enriched in genes related to the regulation of precursor cell proliferation and oligodendrocyte differentiation [8,9]. These cells also have a permissive chromatin state favoring gene expression involved in oligodendrogenesis after injury [10]. Spinal cord ependymal cells hardly proliferate in the intact spinal cord. However, it is known since 1962 [11] that after spinal cord injury (SCI) these cells rapidly proliferate via Ras signaling activation [12] and then migrate to the lesion site. This is notably observed when the lesion compromises the integrity of the ependymal region [13]. Unfortunately, they produce no neurons, generate only few oligodendrocytes, and mainly form astrocytes [14]. It was shown using genetic lineage-tracing tools that these astrocytes contribute to the core of the glial scar [15]. These ependymal cells-derived astrocytes are however beneficial for recovery, as further axonal loss and secondary enlargement of the lesion volume are observed after their ablation with genetic tools [12]. Positive effects of these astrocytes appear to be mediated by the release of neurotrophic factors, such as HGF, CNTF and IGF-1 [12].

In vitro, a fraction of these ependymal cells form neurospheres which can be propagated for several passages and then induced to differentiate into neurons and glial cells [16]. This shows that at least some ependymal cells behave as multipotent spinal cord stem cells and depending on the context, can form new neurons or glia. Importantly, when grafted in a neurogenic environment (hippocampus), cultured spinal cord stem cells can generate neurons [17]. The regenerative capacity of these cells has been recently further illustrated by showing that expression of a single oligodendrogenic transcription factor (Olig2) was enough to reprogram them to replace large numbers of lost oligodendrocytes in the injured mouse spinal cord [10].

Theoretically, such plastic cells represent an attractive endogenous source to alleviate various spinal cord lesions if one could control their proliferation and fate to produce new neurons and oligodendrocytes. However, the molecular events taking place in these cells after SCI remain largely unknown. This lack of knowledge makes it difficult to control these cells. Notably, we need to know: which genes are modulated in ependymal cells after injury? which signaling pathway is activated? what is the influence of parenchymal spinal cord cells, notably microglia, on the ependymal cell fate? why mouse ependymal cells mainly generate astrocytes after lesion? The present work was designed to provide new data on these pending issues.

Here we determined the RNA profiling of mouse ependymal cells before and after lesion. Ependymal cells are difficult to purify in vitro and their enzymatic dissociation could lead to artifactual RNA variations. To overcome this obstacle, the ependymal region of unfixed spinal cord sections was directly microdissected with a laser. This led us to uncover the implication of several signaling pathways and genes. We used immunofluorescence and cell culture to study these results further in vitro. Notably we discovered a role for the oncostatin pathway and microglia in regulating ependymal cell proliferation and differentiation. This new molecular resource and new knowledge will help to better understand ependymal cell response following injury.

## 2. Materials and Methods

### 2.1. Animals

Animals were handled at the animal care facility in compliance with the Committee of the National Institute of Health and Medical Research (INSERM) in accordance with the European Council directive (2010/63/UE) for the protection and use of vertebrate animals. All animals were handled under pathogen-free conditions and fed chow diet *ad libitum*. Adult CD1 mice (3 months, Charles River, Ecully, France) were used for microdissection after spinal cord injury, RNA profiling, neurosphere cultures and histology. C57BL/6 mice aged 3–4 months were used for spinal cord organotypic slice cultures and histology. CX3CR1^+/GFP^ C57BL/6 [18] Charles River) transgenic mice aged 3 months were used for spinal cord microglia histology. β-actin-GFP C57BL/6 mice [19] (Charles River) aged 3 months were used to derive GFP^+^ neurospheres to co-culture with microglial BV-2 cells. For neurosphere cultures, RNA and protein extractions, adult spinal cords were dissected from mice euthanized by intraperitoneal injection of sodium pentobarbital (100 mg/kg).

### 2.2. Cell Cultures

Neurosphere cultures were derived from adult spinal cord using the protocol and medium detailed in [20]. Neurospheres after 3 passages were used for RNA profiling and cell fate/proliferation experiments. In the growing condition, medium contained EGF, FGF2 (10 ng/mL each, Peprotech, Neuilly-sur-Seine, France) and Heparin (2 µg/mL, H3149, Sigma, Saint-Quentin-Fallavier, France). For differentiation, enzymatically-dissociated neurospheres were plated on poly-D-lysine/Laminin (1 µg/cm^2^) coated glass coverslips in a medium without growth factors and heparin but containing 2% fetal bovine serum (ThermoFisher, Illkirch, France). After 4 days, the coverslips were either fixed for immunofluorescence or processed for RNA extraction (ReliaPrep RNA Miniprep kit, Promega, Charbonnières-les-Bains, France) for microarray analysis. To test the influence of cytokines on cell growth/differentiation and OSMR expression (QPCR, Figure 5C), all cytokines (Peprotech) were used at 10 ng/mL. Influence of OSM on cell growth (Figure 5G) was measured by seeding dissociated cells (5000 cells per well, 6 wells) in 1 mL of medium using 24-well plates coated with poly-HEMA (P3932, Sigma, Saint-Quentin-Fallavier, France) to inhibit cell adherence. After 5 days, the neurospheres were directly dissociated by addition of trypsin in the wells (0.5% final) and the cell number was measured with an automated cell counter (Z2, Beckman Coulter, Villepinte, France).

To assess the influence of microglia on spinal cord neurosphere cells, BV-2 immortalized microglial cells [21] (passage 3 to 8) cultured in macrophage serum-free medium (12065-074, ThermoFisher, Illkirch, France) were used. Neurosphere cultures derived from β-actin GFP spinal cord were cultured alone or in the presence of BV-2 cells (ratio BV-2 vs spinal cord cells was 1:6) in the neurosphere medium containing growth factors. After 3 days, cultures were dissociated with trypsin/EDTA 0.25% and GFP^+^ spinal cord cells were collected by FACS for RNA extraction and QPCR.

For spinal cord organotypic slices, the protocol described in [22] was used except that glutamine (2 mM final concentration) was used instead of glutamax and poly-D-lysine instead of poly-L-lysine for coating. Slices (300 µm) were fixed with paraformaldehyde (4%, 20 min, room temperature) directly after sectioning (t = 0) or after 72 h in culture. Slices were then cryopreserved in PBS-sucrose 10, 20, 30% and embedded in OCT for cryosectioning and immunofluorescence.

### 2.3. QPCR

cDNA synthesis was performed using 1–5 μg of total RNA with random hexamers and reverse transcriptase (GoScript, Promega, Charbonnières-les-Bains, France). Quantitative RT-QPCR was performed in triplicates for each samples using the KAPA SYBR PCR kit (KK4600, Sigma, Saint-Quentin-Fallavier, France) with a LightCycler 480 apparatus (Roche, Basel, Switzerland). 10–100 ng of cDNA was used for each reaction. Primers are listed in Table S2. Relative expression values were calculated using the 2^−ΔΔCT^ method and normalized using the β-actin gene. All QPCR reactions were performed with three independent cultures.

### 2.4. Western Blot

Total proteins from spinal cord samples and cultured cells were extracted and used for Western blots as described in [23]. Proteins were detected using the Odyssey CLx Li-Cor technology (Li-Cor, Bad Homburg, Germany). Briefly, primary antibodies were incubated in Li-Cor PBS buffer overnight at 4 °C. After washing, membranes were incubated with secondary fluorescent dye (IRDye 800CW for OSMR protein and IRDye 680LT for β-actin normalization). For Figure 5D–F, signals were obtained with peroxidase-conjugated secondary antibodies (Cell Signalling Technology, Danver, MA, USA) and revealed with Clarity Western ECL kit (BioRad, Marnes-la-Coquette, France) and a ChemiDoc™ XRS Imaging system (BioRad).

### 2.5. ELISA

The presence of OSM cytokine in the medium of spinal cord neurospheres and BV-2 cells was detected by solid-phase sandwich ELISA (Quantikine mouse OSM kit, R&D, Minneapolis, MN, USA) with recommendations of the manufacturer. Absorbance measurements were done at 450 nm with a CLARIOSTAR microplate reader. 50 µL of medium conditioned by BV-2 cells or neurosphere cultures for 3 days was used for these experiments. Pure OSM supplied with the kit was used for reference curve.

### 2.6. Equipment and Settings

Fluorescent images were taken with a Zeiss apotome Axio Imager 2 (Zeiss, Paris, France) equipped with a Zeiss ZEN software. Main settings were: binning 2 × 2, apotome mode: 5.

### 2.7. Spinal Cord Injury

Adult CD1 mice aged 3 months were anesthetized using isoflurane gas (1.5%, O_2_ 1 L/min). T9–T10 dorsal laminectomy was performed to expose the spinal cord. Four needle penetrations (30G) were done (staggered holes, 2 on each side of the posterior spinal vein). Penetration depth was approximately 1 mm. We chose this type of injury so as to not directly damage the ependymal region which would have made the laser microdissection difficult to achieve with accuracy and to avoid contaminations by other cells, blood and debris. This type of lesion is enough to trigger ependymal proliferation detected by EdU incorporation (data not shown) which is also confirmed by RNA profiling showing an upregulation of mitotic genes (Figure 1D). After injury, muscles and skin were sutured and animals were placed on heated pads until complete recovery. For control experiments, we performed laminectomy but no needle insertion (sham injury). To determine the number of microarrays needed to reach an acceptable statistical power (1-β), we used the online tool from the Department of Bioinformatics and Computational Biology, MD Anderson center, University of Texas (https://bioinformatics.mdanderson.org/MicroarraySampleSize/ (accessed on 1 October 2021). Calculation showed that 6 animals per group were enough to reach a statistical power of 0.8.

### 2.8. Histology and Immunofluorescence

For spinal cord histology, mice were anesthetized by intraperitoneal injection of sodium pentobarbital (100 mg/kg) and perfused intracardially with 10 mL of PBS followed by 50 mL of 4% paraformaldehyde-PBS solution (pH 7.0). After dissection, spinal cords were post-fixed in the same solution for 1 h at 4 °C and cryopreserved by successive immersion in 10%, 20%, and 30% sucrose solutions in PBS for at least 6 h. Thoracic segments of the spinal cord were cut, embedded in OCT medium, rapidly frozen in liquid N2-cooled isopentane and cryosectioned transversally (14 µm) (Leica apparatus). Immunofluorescences were performed on slide-mounted spinal cord sections with primary antibodies and dilutions listed in Table S2 after permeabilization for one hour with 0.1–0.3% Triton 100× and 5–10% donkey serum. For cell cultures, immunofluorescences were done on cells grown on poly-D-lysin/laminin coated glass-coverslips and fixed with paraformaldehyde (4%, 20 min, room temperature). Secondary antibodies (Alexa488 or Alexa594-conjugated species-specific anti-mouse, rabbit or goat) were purchased from Jackson Immunoresearch, Cambridge, UK. Incubations without primary antibody or with antibody recognizing antigens not present in the sections (monoclonal anti DYKDDDDK Tag or polyclonal anti GFP) were used as negative controls. Nuclei (blue in all images) were stained with Hoechst 1 µg/mL for 10 min. For p-STAT3 stainings, antigen retrieval was done for 25 min at 90 °C in citrate buffer pH 6.0 in a histology microwave oven (Histos 5, Milestone). The quality of stainings was evaluated by two independent investigators (JPH, HG, RC or CR). For stainings on SCI sections (Figure 2), we selected sections where the needle tract was present to make sure we were close to the injury point. Luxol fast blue and neutral red staining (Figure 1B) was performed as described in [24]. All presented images are representative images and the number of examined sections and animals are indicated in the legends.

### 2.9. RNA Extraction, RNA Profilings and Bioinformatics Analysis

Laser microdissection of the ependymal region in sham and injured spinal cord (72 h post injury, 6 animals each condition) were performed exactly as described in details in [6]. After dissection, a segment of the thoracic spinal cord containing the needle insertion sites was selected and flash frozen in N2 without chemical fixation. RNA from laser-microdissected areas and neurosphere cultures (passage 3) were extracted with a ReliaPrep RNA cell Miniprep kit (Promega, Charbonnières-les-Bains, France) according to the manufacturer’s protocol and quantified/qualified with Nanodrop and Agilent 2100 Bioanalyzer apparatus (RNA Integrity Number (RIN) >8.0). RNA labelling and profiling was performed using Affymetrix mouse microarrays as described in [6]. Gene expression data were normalized with RMA algorithm and analyzed using the Affymetrix TAC 4.0 software (Transcriptome Analysis Console, Affymetrix, Santa Clara, CA 95051, USA). The filter criteria were set to a linear fold change ≥2 or ≤−2 (control vs injured spinal cord) with *p* value ≤ 0.05. Gene lists were analyzed with DAVID Bioinformatics Resources 6.83 for gene enrichment analysis [25]. Data were also processed to search for pathway activation (Figure S1B) through the use of ingenuity pathway-analysis (IPA) software (Qiagen Inc. Courtaboeuf, France) [26].

### 2.10. Statistical Analysis and Countings

All experiments and stainings were performed at least three times and most of them were done four times. For cell countings, 6–10 independent fields distributed over 3 coverslips of the same condition were counted manually under the microscope or through image captures and the ImageJ software cell counting tools. In total, not fewer than 300 cells were counted per experiments. We selected fields where the cell density was similar as this parameter can influence the cell phenotype. Data are represented as means ± standard error of the mean (S.E.M). Statistical differences in experiments were analyzed with tests indicated in the legends using GraphPad Prism software and BootstRatio website (http://rht.iconcologia.net/stats/br/ (accessed on 1 February 2020) for QPCR [27]. Significances: *** *p* < 0.001, ** *p* < 0.01, * *p* ≤ 0.05.

## 3. Results

### 3.1. Ependymal Cell RNA Profile Is Highly Modified by SCI

We explored the mechanisms underlying ependymal region activation by performing spinal cord injury with multiple needle insertions in six mice. Six other mice with sham operation were used as control. This model mimics bullet or knife spine injuries which are observed in human [28,29] and is enough to trigger ependymal cell proliferation over the 3 days post injury in mouse (data not shown). After 3 days, the central canal region was microdissected (Figure 1A,B) and RNAs were analysed with microarrays as previously described [6]. 

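RNA of the laser-microdissected central canal region was measured on 12 arrays, 1 for each of 6 sham-operated mice and 6 mice with needle insertions, 3 days after surgery. The central canal is lined by ependymal cells, which carry motile cilia and contact the cerebrospinal fluid. The authors normalized the arrays with the RMA algorithm, so that each deposited value is the log2 signal of a probe set, a group of short probes that together report on a transcript. After 104 control probe sets were left out, 45037 remained, of which 28898 name 1 gene, 551 name several and 15588 name none. The probe sets with 1 gene name cover 17097 genes, and each gene was read from its probe set with the highest mean signal over the 12 arrays. Sham and injured arrays were compared with limma without a block, and a gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets. The 12 arrays were clustered by the distribution of their log2 signals and cut into 3 sets. The lower quartile of the signals was 4.38 to 4.41 log2 in replicates 1 and 2 of both groups. It was 4.11 to 4.18 in replicates 3 and 4, and 3.96 to 4.02 in replicates 5 and 6. Each set of arrays held 2 sham and 2 injured mice, and what separates the sets is not given in the sources used here. Values with the set of arrays as a block, and within each set in the order above, were added after this had been seen. As a measure of RNA integrity, the 3′ minus the 5′ signal of the Gapdh controls was 1.81 ± 0.64 log2 (SD, n = 6) in sham and 1.85 ± 0.58 in injured mice (two-sided exact permutation test, p = 0.916, or 0.815 with mice exchanged within their set of arrays). The Gapdh measure averaged 2.27, 1.09 and 2.14 log2 in the 3 sets of arrays. The same measure for beta-actin was 1.21 ± 0.14 log2 in sham and 1.17 ± 0.15 in injured mice (exact permutation test, p = 0.654, or 0.676 within the sets of arrays). The precision of each value is limited by the 6 arrays of a group.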

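After injury, 497 of 17097 genes were higher and 320 were lower than in the sham ependymal region (limma, n = 6 arrays in each group). Of 34 gene lists fixed before the data were examined, 11 rose and 5 fell in their mean log2 signal per array (exact permutation test adjusted over the lists, with 0.0022 the smallest unadjusted p that 6 arrays against 6 allow). Those that rose were the study's cell cycle, extracellular matrix and astrocyte genes, mitosis genes, a wider list of matrix genes, targets of STAT3 and of ERK/MAPK signalling, and genes of reactive astrocytes, complement, interferon and antigen presentation, and pericytes and smooth muscle. Those that fell were the study's cilia genes and ependymal markers, motile cilium genes, genes of intraflagellar transport and the Bardet-Biedl complex, and markers of the neurons that contact the cerebrospinal fluid. With camera and an estimated correlation, 7 lists rose and 3 fell. The study's cell cycle, matrix, astrocyte and ependymal lists hold genes that it reports as changed on these arrays, so their shifts are not independent evidence. Some other lists, such as that of STAT3 targets, also hold genes that the paper reports as changed. In 757 of all 17097 genes, or 4.43%, no injured array overlapped a sham array, where chance gives 0.216%. All 817 genes called differed in the same direction within each of the 3 sets of arrays. Since they were called on these same arrays, such agreement is largely built in and is not independent evidence. Sham and injured arrays parted along the third principal component, which held 17.1% of the variance, with 90.4% of it between the groups. The first and the second component held 47.0% and 19.6%, of which 95.5% and 93.5% lay between the 3 sets of arrays. Over all probe sets, limma called 860 higher and 540 lower, so that 61.4% of the calls were higher, against 50.8% (717 higher and 694 lower) when each array was centred on its median. With the set of arrays as a block the counts were 3972 higher and 4402 lower, with the replicate number as a block 3146 higher and 3752 lower, and within the 3 sets of arrays 2202 higher and 2111 lower, 776 higher and 1432 lower, and 101 higher and 21 lower.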

Two distinct RNA profiles were observed in ependymal cells microdissected from control and injured spinal cords (Figure S1A).

**Figure 1:**
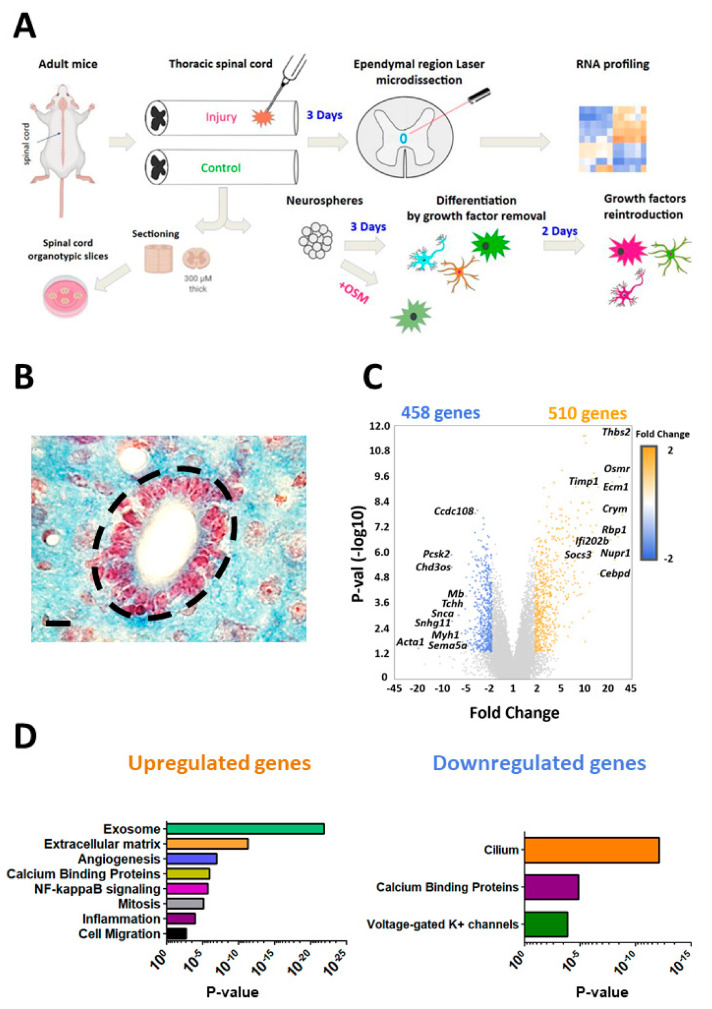
Bioinformatics analysis of ependymal gene expression in SCI. (**A**): Schematic overview of main article steps and techniques. (**B**): Mouse spinal cord ependymal region. Ependymal cell nuclei (thoraco-lumbar level) are stained in red with neutral red dye. Surrounding parenchyma is stained in blue with luxol fast blue. The microdissected area is delimited with black dashed lines. (**C**): Volcano plots of genes whose expression are dysregulated after injury in the ependymal region (fold change ≥2 or −2). Top10 up and downregulated genes are indicated. (**D**): Selection of Gene Ontology analysis for up- and down-regulated genes with *p*-values. Comprehensive gene ontology analysis is provided on Table S1.

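At an unadjusted p of at most 0.05 and a fold change of at least 2, 422 genes had a probe set that was higher after injury and 366 had one that was lower. Olfml3, a secreted olfactomedin-like glycoprotein, rose 15.0-fold, from 6.55 ± 0.47 to 10.46 ± 0.30 log2 (SD, n = 6, adjusted p = 1.3e-06 from limma). Timp1, an inhibitor of matrix metalloproteinases, rose 13.5-fold (adjusted p = 2.7e-06), Serping1, the C1 inhibitor that restrains complement, rose 12.2-fold (adjusted p = 1.8e-05), and Ptx3, a pentraxin of innate immunity, rose 11.9-fold (adjusted p = 3.5e-04). Among the largest falls, Ttll9, of the family of enzymes that modify tubulin, fell by 1.95 log2 (standard error 0.24, adjusted p = 5.9e-04), with injured replicate 3 at 4.60 and the other injured arrays at 5.48 to 5.95. Cfap57 and Cfap161, which encode cilia- and flagella-associated proteins, had log2 changes of -1.84 and -1.77 (adjusted p = 2.2e-05 and 8.4e-05). Daw1, needed to bring dynein arms to the cilium, fell by 1.77 log2 and Hc, complement component C5, fell by 1.90 log2 (adjusted p = 0.0029 and 4.7e-04). The adjusted p of these 9 genes was at most 1.6e-04 with the set of arrays as a block. Within the 3 sets the changes were 3.56, 3.92 and 4.25 log2 for Olfml3, 3.62, 4.01 and 3.65 for Timp1, 3.98, 3.15 and 3.71 for Serping1, 3.75, 3.23 and 3.75 for Ptx3, -1.99, -2.09 and -1.76 for Ttll9, -1.70, -2.07 and -1.75 for Cfap57, -1.90, -1.76 and -1.67 for Cfap161, -1.63, -2.18 and -1.50 for Daw1 and -1.70, -1.95 and -2.04 for Hc. With this block, 437 higher and 424 lower genes met the study's thresholds, and within single sets 605 higher and 465 lower, 306 higher and 687 lower, and 768 higher and 428 lower. With an adjusted p of at most 0.05 and the same fold change, 304 higher and 187 lower genes passed.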

Data analysis revealed that 510 genes were significantly upregulated (*p* ≤ 0.05; fold change ≥2) while 458 genes were downregulated (fold change ≤−2) (Figure 1C). Top upregulated and downregulated genes are shown in Table 1 and the full gene list is in Table S1. Seven genes were upregulated more than 20-fold, namely Crym, Ecm1, Ifi202b, Nupr1, Osmr, Rbp1 and Thbs2 whereas only one was downregulated to this extent (Acta1). 

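Crym, which encodes a thyroid hormone-binding crystallin, had the largest rise of all genes, from 4.54 ± 0.29 to 9.29 ± 0.99 log2 (SD, n = 6), a 26.9-fold difference (standard error 0.38 log2, adjusted p = 2.5e-05 from limma). Ecm1, a secreted matrix glycoprotein, rose by 4.40 log2 (21.1-fold, adjusted p = 2.2e-06), with sham replicate 6 at 6.02 and the other sham arrays at 4.81 to 5.22. Thbs2, a thrombospondin of the matrix, rose by 3.22 log2 (9.35-fold, adjusted p = 5.6e-08), and another probe set of the gene rose by 4.72. Ifi202b, which interferon induces, rose by 3.11 log2 (8.66-fold, adjusted p = 1.4e-04), with injured replicate 1 at 9.10 and the other injured arrays at 7.29 to 7.93. Nupr1, a stress-induced nuclear protein, rose by 2.99 log2 (7.94-fold, adjusted p = 0.0033), and its other probe set rose by 4.44. Acta1, the actin of skeletal muscle, had a log2 difference of -2.70 (standard error 1.14, adjusted p = 0.35, or 0.098 with the set of arrays as a block). Its signal was 4.96 to 11.19 log2 in the sham arrays, 10.25 in injured replicate 6 and 4.90 to 6.18 in the other injured arrays. Mb, the oxygen-binding myoglobin of muscle, fell by 2.08 log2 at one probe set (adjusted p = 0.0083) and had a log2 difference of -0.08 at the other (adjusted p = 1), with injured replicate 6 at 7.15 and the other injured arrays at 6.37 to 6.65 at the first. Of 28 measured skeletal muscle genes, 1 was lower, Mb, and 1 when adjusted over the list alone, and the list's mean differed by -1.08 log2 (exact permutation test, adjusted p = 0.10, 0.088 with the set of arrays as a block and 0.048 with the replicate number as a block). The genes that passed had an adjusted p of at most 0.0010 with the set of arrays as a block. Sham replicates 3, 4 and 6, with muscle list means of 6.88 to 7.89 log2 against 4.96 to 5.66 in the other sham arrays, also had higher means of neutrophil genes (10.69 to 11.26 against 5.15 to 7.20) and erythroid genes (8.76 to 9.64 against 5.92 to 6.57). The differences within the 3 sets of arrays were 4.41, 4.49 and 5.35 log2 for Crym, 4.15, 4.44 and 4.62 for Ecm1, 3.06, 3.34 and 3.28 for Thbs2, 4.43, 2.35 and 2.57 for Ifi202b, 1.84, 4.63 and 2.50 for Nupr1, -1.83, -5.30 and -0.98 for Acta1, -1.25, -3.17 and -1.82 for Mb and -0.48, -2.02 and -0.74 for the muscle list. Without sham replicates 3, 4 and 6 and injured replicate 6, the 4 arrays with the highest muscle signal, limma called 562 higher and 360 lower probe sets, 546 higher and 993 lower genes met the study's thresholds, and the adjusted p was 0.081 for Nupr1. This leaves 2 injured arrays and no sham array in the second set, so that injury and set are mixed there, and with the set as a block the counts were 3248 higher and 2935 lower probe sets and 638 higher and 402 lower genes, and Nupr1 had an adjusted p of 0.020. Nupr1 also had 0.051 when the 2 arrays of each group in a set were averaged first.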

CRYM and RBP1 are two proteins implicated in pipecolic acid and retinol metabolism respectively [30,31]. NUPR1 and IFI202B are involved in transcriptional response to various cellular stress notably by binding to P53 and by inhibiting apoptosis [32,33]. THBS2 is an adhesive glycoprotein and ECM1 is a protein of the extracellular matrix involved in angiogenesis [34]. OSMR is the receptor for the oncostatin cytokine [35] and ACTA1 is an isoform of actin found in muscle tissues and is also highly enriched in ependymal cells [6]. These modifications suggest that SCI triggers major changes in ependymal cell metabolism, transcriptional networks and phenotype.

We then submitted the dysregulated gene list to GO and pathways analyses (Figure 1D and Table S1). 

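Ccnd1, which encodes the cyclin D1 that drives entry into the cell cycle, rose 5.79-fold, from 7.29 ± 0.53 to 9.82 ± 0.40 log2 (SD, n = 6, adjusted p = 1.2e-04 from limma). The proto-oncogene Myc rose by 2.25 log2 (standard error 0.34, adjusted p = 0.0026). Ccnd2, another D-type cyclin, fell by 0.88 log2, from 10.89 ± 0.17 to 10.01 ± 0.20 (adjusted p = 0.0012), and all 6 of its probe sets were lower. Ccna2, a cyclin of S phase and mitosis, and Ccnb2, a mitotic cyclin, had log2 differences of 1.13 (standard error 0.46, adjusted p = 0.32, or 0.097 with the set of arrays as a block) and 1.30 (standard error 0.48, adjusted p = 0.23, or 0.095). Of the 6 cell cycle genes that the study names, 5 were measured, 2 were higher and 1 was lower (4 higher and 1 lower when adjusted over the list alone), and since the study chose them on these samples they are not independent evidence of a direction. Their mean rose by 1.27 log2 (exact permutation test, adjusted p = 0.0057, or 0.017 with the set of arrays as a block), with an adjusted p = 0.12 with an estimated correlation. Of 27 DNA replication genes, 1 was higher, Gins2 of the replicative helicase complex, which rose by 1.15 log2 (adjusted p = 9.2e-04), none was lower and 2 were higher when adjusted over the list alone. The mean of the replication list differed by 0.26 log2 (exact permutation test, adjusted p = 0.20, or 0.16 with the set of arrays as a block). Ccnd1, Myc, Ccnd2 and Gins2 had an adjusted p of at most 4.1e-04 with that block. The 3 sets of arrays gave log2 differences of 2.35, 2.56 and 2.69 for Ccnd1, 2.26, 1.76 and 2.74 for Myc, -0.99, -0.76 and -0.88 for Ccnd2, 1.90, 0.43 and 1.05 for Ccna2, 2.00, -0.01 and 1.92 for Ccnb2, 1.50, 0.80 and 1.50 for the study's list and 0.67, -0.10 and 0.22 for the replication list. Without the 4 arrays with the highest muscle signal, Ccna2 and Ccnb2 had log2 differences of 2.12 and 2.09 (adjusted p = 0.0091 and 0.0070). No sham array of the second set is then left, and with the set as a block the differences were 1.96 and 2.17 (adjusted p = 7.7e-04 and 2.5e-04).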

As expected from the well-documented proliferation of ependymal cells after SCI, many genes related to cell cycle such as Myc and Cyclins (A2, B1/2 and D1/2) were upregulated by SCI. 

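Fn1, which encodes the cell-adhesive glycoprotein fibronectin, rose 7.58-fold, from 7.22 ± 0.85 to 10.14 ± 0.44 log2 (SD, n = 6, adjusted p = 5.4e-04 from limma). Vcan, a large chondroitin sulphate proteoglycan, rose 10.6-fold (standard error 0.54 log2, adjusted p = 0.0033), Matn2, a matrix adaptor protein, rose by 2.96 log2 (adjusted p = 1.4e-04) and Col14a1, a collagen that associates with fibrils, rose by 2.24 log2 (adjusted p = 0.0074). Vtn, the adhesive plasma protein vitronectin, rose by 1.16 log2 (adjusted p = 0.025, or 0.0082 with the set of arrays as a block). Col8a1 and Col11a1 had log2 differences of 1.46 (adjusted p = 0.17) and 1.72 (adjusted p = 0.071) without a block, with adjusted p = 3.2e-05 and 4.9e-04 with the set of arrays as a block and 4.8e-04 and 0.0038 with the replicate number as a block, and another probe set of each rose by 1.17 and 1.49 log2. Col12a1 was 3.90 ± 0.36 log2 in sham and 3.91 ± 0.40 in injured mice (SD, n = 6, adjusted p = 1). Both means lay below the lower quartile of every ependymal array, where a change may go unseen. Of these 8 matrix genes, 5 were higher and none was lower (7 higher when adjusted over the list alone), a count that is not independent evidence since the study chose them on these samples, and their mean rose by 1.99 log2 (exact permutation test, adjusted p = 0.0057, or 0.017 with the set of arrays as a block). Of 53 measured genes in a wider matrix list that includes them, 14 were higher and none was lower (21 higher and 1 lower when adjusted over the list alone), and the mean rose by 0.87 log2 (exact permutation test, adjusted p = 0.0057, or 0.017 with the set of arrays as a block). Vcan, Matn2 and Col14a1 had an adjusted p of at most 1.3e-04 with that block. The log2 differences within the 3 sets of arrays were 3.92, 2.31 and 2.55 for Fn1, 3.11, 3.06 and 4.05 for Vcan, 2.09, 2.86 and 3.92 for Matn2, 1.92, 1.51 and 3.28 for Col14a1, 0.65, 1.22 and 1.59 for Vtn, 1.40, 1.73 and 1.25 for Col8a1, 2.06, 1.28 and 1.82 for Col11a1, -0.01, 0.06 and -0.02 for Col12a1, 1.89, 1.76 and 2.31 for the study's list and 1.09, 0.78 and 0.73 for the wider list. Leaving out sham replicate 2, 4 or 6 or injured replicate 1 gave Vtn an adjusted p of 0.059, 0.054, 0.056 and 0.0501. Centring each array on its median, quantile normalization and no moderation gave it 0.078, 0.0502 and 0.065. Without the 4 arrays with the highest muscle signal the adjusted p was 0.18 for Vtn, 0.056 for Vcan and 0.16 for Col14a1. Col11a1 passed the test without sham replicate 6, injured replicate 3 or injured replicate 4 (adjusted p = 0.037, 0.0500 and 0.031), and with quantile normalization both Col8a1 (0.048) and Col11a1 (0.027) passed.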

More interestingly, RNAs related to several extracellular matrix proteins such as Fibronectin (Fn), Matrilin (Matn2), Vitronectin (Vtn), Versican (Vcan), and several Collagens (Col8A1, Col11A1, Col12A1, Col14A1) were also upregulated. Finally, ependymal cells reacted to SCI by the modification of expression of 63 genes closely related to transcription (42 and 21 up and down regulated respectively) (Table 1 and Table S1). Five were upregulated more than 10-fold (Cebpd, Etv5, Fos, Nupr1, Ifi202b). 

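Etv5, an ETS transcription factor that FGF and ERK signalling induce, rose 13.7-fold, from 4.86 ± 0.50 to 8.63 ± 0.26 log2 (SD, n = 6, standard error 0.22, adjusted p = 1.8e-06 from limma). Cebpd, a CCAAT/enhancer-binding protein of the inflammatory response, rose 13.9-fold, from 5.78 ± 1.30 to 9.57 ± 0.72 log2 (SD, n = 6, standard error 0.54, adjusted p = 0.0017). Fos, an immediate early gene, rose 11.1-fold, from 7.03 ± 0.79 to 10.50 ± 0.39 log2 (SD, n = 6, standard error 0.33, adjusted p = 8.4e-05). For each of the 3 genes, every injured array lay above every sham array. The rises within the 3 sets of arrays were 3.23, 4.19 and 3.90 log2 for Etv5, 4.23, 2.99 and 4.17 for Cebpd and 2.73, 3.63 and 4.06 for Fos. With the set of arrays as a block the adjusted p was 6.5e-07 for Etv5, 1.0e-04 for Cebpd and 7.3e-06 for Fos.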

CEBPD is an important transcription factor regulating the expression of genes involved in immune and inflammatory responses [36]. ETV5 (also known as ERM) is a member of the PEA3 subfamily of ETS transcription factors. Its expression is notably controlled by the ERK/MAPK pathway and is often correlated to cell proliferation and migration [37]. Finally, FOS is a well-known proto-oncogene regulating cell proliferation and differentiation in many contexts [38].

To assess whether these RNA variations led to protein level modifications, we selected two genes: one gene which is highly overexpressed after SCI (30×): Osmr and a second gene which is only moderately increased (2.5×), Ntn, coding for NETRIN, a secreted protein involved in many processes such as stem cell renewal and apoptosis [39]. 

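Osmr, which encodes the oncostatin M receptor, was 5.83 ± 0.69 log2 in the sham and 10.49 ± 0.16 log2 in the injured ependymal region (SD, n = 6), a 25.2-fold rise (standard error 0.27 log2, adjusted p = 1.7e-06 from limma). Sham replicate 6 was at 7.16 log2 and the other sham arrays at 5.30 to 5.92, and without that replicate the rise was 4.92 log2 (adjusted p = 8.4e-09). Ntn1, which encodes the guidance protein netrin 1, rose 2.62-fold, from 8.40 ± 0.38 to 9.79 ± 0.20 log2 (SD, n = 6, standard error 0.17, adjusted p = 6.4e-04). All injured arrays lay above all sham arrays for both genes. The rise within the 3 sets of arrays was 4.71, 4.87 and 4.39 log2 for Osmr and 1.06, 1.40 and 1.71 for Ntn1, and with the set of arrays as a block the adjusted p was 1.8e-06 and 5.4e-05. These values are from the probe set with the highest mean signal of each gene, while other probe sets, which had lower signals, gave log2 differences of 0.24 and 0.11 for Osmr (adjusted p = 0.69 and 1) and 0.12 for Ntn1 (adjusted p = 1).

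**Figure D1:**
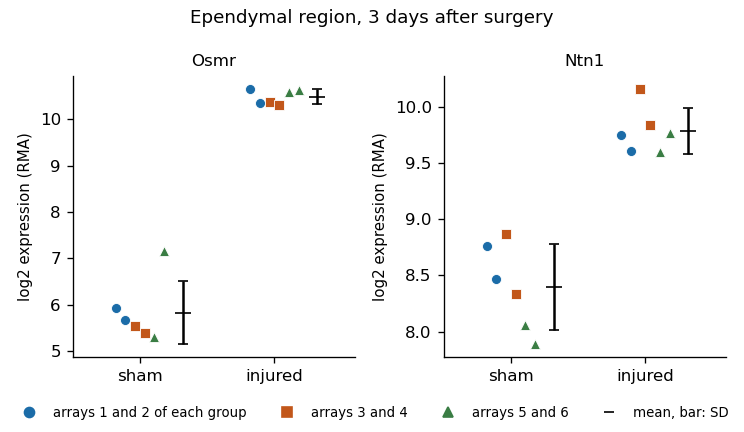
Log2 expression (vertical axes) of Osmr and Ntn1 in the ependymal region of sham and injured mice 3 days after surgery. Each point is 1 array, its shape and colour give the set of arrays, and the bar beside each group is the mean ± SD (n = 6). Osmr is at 5.83 log2 on average in sham and 10.49 in injured mice, Ntn1 at 8.40 and 9.79.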

Figure 2 shows weak or no detection of these 2 proteins by immunofluorescence in the control ependymal region but a clear induction in ependymal cells after injury. This shows that the SCI-induced transcriptional modifications lead to new proteins in ependymal cells.

**Figure 2:**
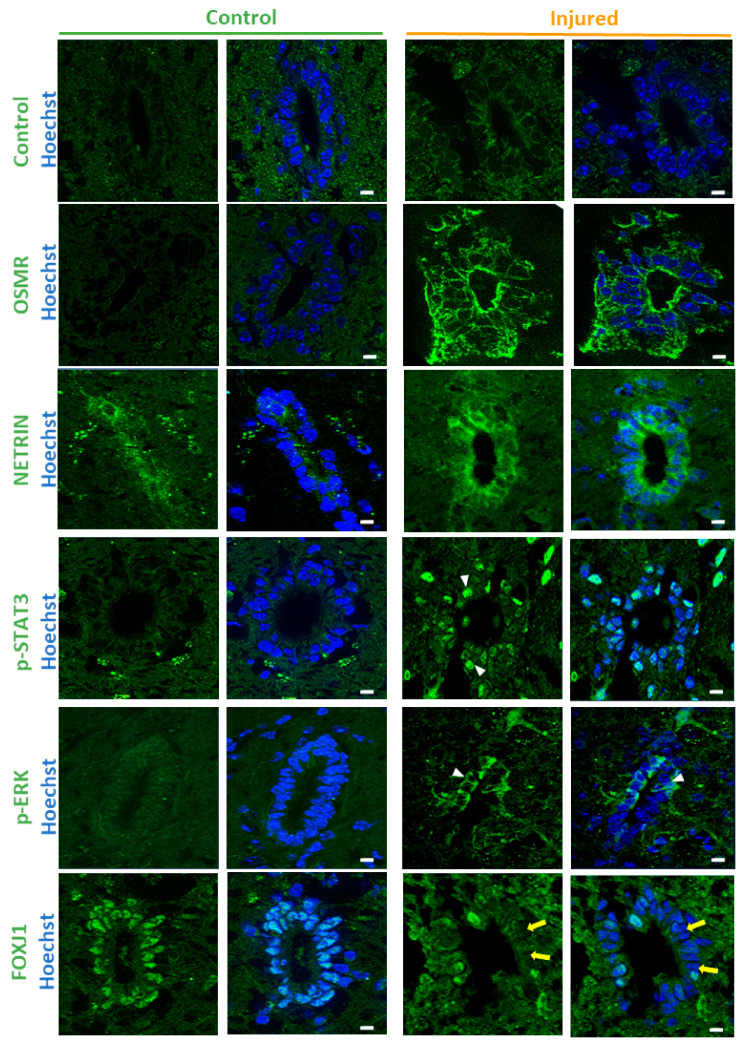
Immunofluorescence validation. Immunofluorescences performed on control and injured spinal cords for indicated proteins. Control immunofluorescence was performed using antibody against the synthetic DYKDDDDK TAG antigen. White arrowheads and yellow arrows show examples of positive and negative cells respectively. These images are representative of 2 independent experiments (*n* = 6 animals in total, 7–15 sections examined per animal). Scale bars = 10 µm.

To understand further the signaling pathways affected by SCI in the ependyma, we used a causal analysis approach with Ingenuity pathway application [26]. 

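Genes that ERK/MAPK signalling is known to induce rose together after injury. Of 27 measured genes of this kind, 12 were higher and none was lower (19 higher when adjusted over the list alone). Their mean rose by 1.25 log2 (exact permutation test, adjusted p = 0.0057, or 0.017 with the set of arrays as a block). Dusp6, a phosphatase that switches ERK off, rose by 1.74 log2 (standard error 0.21, adjusted p = 4.5e-04 from limma), and the list also holds Etv5, Fos, Ccnd1 and Myc. Of 30 measured genes of the STAT3 pathway and its targets, 13 were higher and none was lower (16 higher when adjusted over the list alone). Their mean rose by 1.24 log2 (exact permutation test, adjusted p = 0.0057, or 0.017 with the set of arrays as a block). Socs3, an inhibitor of JAK kinases that STAT3 induces, rose 10.4-fold, from 5.38 ± 0.36 to 8.76 ± 0.71 log2 (SD, n = 6, adjusted p = 5.2e-05). Serpina3n, a secreted protease inhibitor, rose by 3.17 log2 (adjusted p = 1.1e-05). Stat3 itself rose by 1.28 log2 (standard error 0.18, adjusted p = 0.0014), and a further probe set of the gene gave 0.29 (adjusted p = 0.88). Fos and Myc belong to both lists, and the STAT3 list also holds Osmr, Cebpd and Timp1. The paper reports several members of both lists as changed on these arrays, so their counts and means are not independent evidence. Dusp6, Socs3, Serpina3n and Stat3 had an adjusted p of at most 2.3e-04 with that block. The differences within the 3 sets were 1.19, 1.12 and 1.44 log2 for the ERK/MAPK list, 1.32, 1.09 and 1.30 for the STAT3 list, 2.43, 1.29 and 1.51 for Dusp6, 2.90, 3.75 and 3.49 for Socs3, 3.03, 3.02 and 3.44 for Serpina3n and 1.18, 1.33 and 1.34 for Stat3.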

Two pathways were identified (Figure S1B): MAPK/ERK and STAT3 signalings. It was important to validate these bioinformatics predictions by performing immunofluorescences against the phosphorylated forms of STAT3 and ERK/MAPK (p-STAT3 and p-ERK) which marks activation of these proteins. Figure 2 shows that whereas we could not detect positive cells in sham animals, a fraction of cells around the central canal expressed p-STAT3 and p-ERK after SCI. We decided to support our results further by using organotypic cultures of adult spinal cord slices (Figure 1A). In this ex vivo model, spinal cord sectioning and probably culture conditions activate ependymal cell proliferation [22]. We performed immunofluorescence for p-ERK, p-STAT3 on slices after 0 and 3 days of culture. Figure 3 shows that in this model, the p-ERK protein was clearly induced in a fraction of ependymal cells after 3 days of culture. No convincing and reproducible stainings were observed for p-STAT3 (data not shown).

### 3.2. Cilia Genes Are Downregulated after SCI and Are Controlled by Growth Factors

We previously reported that, consistent with their functions, ependymal cells highly expressed genes involved in ciliogenesis [6]. Cilia are key organelles not only involved in cell movement but are also major regulators of cell proliferation [40]. Most cells begin to disassemble their primary cilia at cell cycle re-entry [41] and reintroduction of cilia genes in cancer cells can lead to proliferation arrest and differentiation [42]. 

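Genes of the motile cilium fell together after injury. Of 49 measured genes for dynein arms, radial spokes, the central pair and other parts of the axoneme, 30 were lower and none was higher (41 lower when adjusted over the list alone). Their mean fell by 0.90 log2 (exact permutation test, adjusted p = 0.0057, or 0.017 with the set of arrays as a block). Dnali1, a light intermediate chain of inner dynein arms, fell by 1.11 log2 (adjusted p = 1.2e-04 from limma), Zmynd10, which helps to assemble dynein arms, fell by 1.39 log2 (adjusted p = 1.4e-04), and Dnaic1, an intermediate chain of outer dynein arms, fell by 1.41 log2 (adjusted p = 2.3e-04). Of 33 measured genes of intraflagellar transport and the Bardet-Biedl complex, which build and supply cilia of all kinds, 3 were lower and none was higher (13 lower when adjusted over the list alone). They were Bbs2, which fell by 1.01 log2 (adjusted p = 0.035), Wdr35, which fell by 0.75 log2 (adjusted p = 0.0097) with injured replicate 6 at 8.68 and the other injured arrays at 9.04 to 9.23, and Bbs7, which fell by 1.17 (adjusted p = 0.020, but 0.051 without sham replicate 2, 0.057 without sham replicate 5 and 0.11 without the 4 arrays with the highest muscle signal). The mean of this transport list fell by 0.44 log2 (exact permutation test, adjusted p = 0.041, or 0.030 with the set of arrays as a block), with an adjusted p = 0.16 with an estimated correlation. Of 34 measured mitosis genes, 4 were higher and none was lower (21 higher when adjusted over the list alone). Prc1, which bundles the microtubules of the spindle midzone, rose by 1.66 log2 (adjusted p = 0.0069). Aspm, a spindle pole protein, rose by 1.45 (adjusted p = 0.013, or 0.067 when the 2 arrays of each group in a set were averaged first). Kif20a, a kinesin of cytokinesis, rose by 1.06 (adjusted p = 0.024) and Spc25, of the outer kinetochore, rose by 1.55 (adjusted p = 0.038). The mean of the mitosis list rose by 0.93 log2 (exact permutation test, adjusted p = 0.039, 0.066 with the set of arrays as a block and 0.092 with the replicate number as a block), with an adjusted p = 0.18 with an estimated correlation. Within the sets of arrays the lists differed by -0.99, -1.01 and -0.71 log2 for motile cilia, -0.53, -0.57 and -0.23 for ciliary transport and 1.63, 0.19 and 0.97 for mitosis. Prc1 differed by 2.02, 0.90 and 2.07, Aspm by 2.09, 0.58 and 1.66, Kif20a by 1.58, 0.47 and 1.15, and Spc25 by 2.34, 0.74 and 1.58. Dnali1 differed by -1.26, -1.21 and -0.87, Zmynd10 by -1.58, -1.45 and -1.15, Dnaic1 by -1.42, -1.44 and -1.37, Wdr35 by -0.90, -0.74 and -0.61, Bbs2 by -1.22, -0.99 and -0.83 and Bbs7 by -1.02, -1.60 and -0.90. The adjusted p of these 10 genes was at most 0.015 with the set of arrays as a block. Leaving out sham replicate 1, 2, 3 or 5 or injured replicate 1, 2, 3, 4 or 6 gave the mitosis list an adjusted p of 0.054 to 0.091. Leaving out sham replicate 1, 2, 3, 5 or 6 or injured replicate 1, 2, 3 or 4 gave the ciliary transport list 0.055 to 0.097, while centring each array on its median gave 0.074 and 0.077. With dim probe sets left out the mitosis list had 0.0506. Without the 4 arrays with the highest muscle signal, and so with no sham array of the second set, the transport list had 0.064. Its mean then differed by -0.68 log2. Without these arrays the mitosis list differed by 1.45 log2, a plain difference of means in which injury and set are mixed. With the set block, which only limits the exchange of arrays to within sets, its adjusted p was 0.14 (exact permutation test). Microglia and macrophage genes, whose mean differed by 0.67 log2 (exact permutation test, adjusted p = 0.20, or 0.16 with the set of arrays as a block), differed by 1.55, -0.02 and 0.48 within the sets. In sham replicates 3, 4 and 6, the sham arrays with the highest muscle signal, the mean was 5.96 to 6.50 log2 for mitosis and 7.41 to 7.86 for microglia and macrophage genes, against 4.78 to 5.27 and 5.98 to 6.04 in the other sham arrays. With group means taken out, the means of these 2 lists had a Pearson r of 0.805 over the 12 arrays (permutation p = 0.0019, adjusted p = 0.0028).

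**Figure D2:**
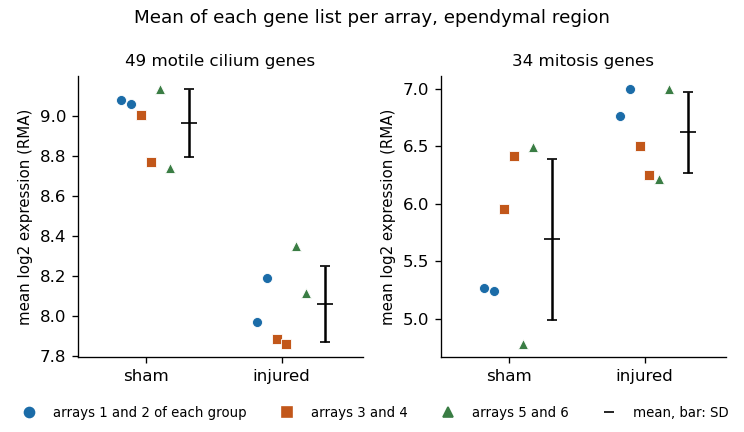
Mean log2 expression (vertical axes) of 49 motile cilium genes and 34 mitosis genes in each array of the ependymal region. Each point is 1 array, its shape and colour give the set of arrays, and the bar beside each group is the mean ± SD (n = 6). The cilium genes are lower in all 6 injured arrays than in any sham array, a fall of the mean by 0.90 log2, while the mitosis genes overlap between the groups.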

Remarkably, GO analysis revealed a significant downregulation of these genes after SCI (Figure 1D and Table S1) suggesting a link with the concomitant upregulation of genes involved in mitosis (Figure 1D). Very little is known about the molecular mechanisms which trigger cell proliferation of ependymal cells after SCI and we considered that studying the modification of cilia gene expression presented some relevance to this issue. To further illustrate the downregulation of cilia-related genes in SCI, we selected 12 genes (Armc4, Ccdc151, Ccdc39, Ccdc40, Crocc, Dnah11, Lrrc6, Mak, Pacrg, Spef2, Stk36, Wdr19) with documented roles in cilia and which we found specifically expressed in the spinal cord ependymal region in our previous study (enrichment fold change >16 compared to the spinal cord parenchyma [6]). Microarray analyses show that the expression of these 12 genes were significantly downregulated between 1.5- and 2.7-fold after injury (Figure 4A). This suggested that transcription factors governing ciliogenesis might be also affected by SCI. 

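All 11 of the selected cilia genes that were measured had a lower mean in injured than in sham mice, and 7 of them passed the test (limma, n = 6 arrays in each group), with falls of 1.67- to 2.83-fold. Spef2, needed for the central apparatus of cilia and flagella, fell by 1.50 log2, from 9.47 ± 0.41 to 7.96 ± 0.36 (SD, n = 6, adjusted p = 0.0015). Crocc, the main protein of the ciliary rootlet, fell by 1.22 log2 (adjusted p = 0.0013). Falls also passed for Stk36 (-1.02 log2), Ccdc39 (-1.01), Mak (-0.98), Ccdc151 (-0.97) and Ccdc40 (-0.74), with adjusted p = 0.0059, 0.011, 0.0071, 0.0070 and 0.016. Among these, Ccdc39 and Ccdc40 set the spacing of parts along the axoneme and Ccdc151 docks outer dynein arms. Lrrc6, Wdr19, Armc4 and Dnah11 had log2 differences of -1.25 (standard error 0.42), -0.93 (0.24), -0.64 (0.27) and -0.57 (0.14), with adjusted p = 0.18, 0.063, 0.36 and 0.053 without a block, 0.0013, 2.7e-04, 0.0024 and 0.0031 with the set of arrays as a block, and 0.0011, 5.2e-04, 0.0037 and 0.0055 with the replicate number as a block. When adjusted over the list alone, 11 of the 11 genes were lower. The mean of the list fell by 0.98 log2 (exact permutation test, adjusted p = 0.0057, or 0.017 with the set of arrays as a block) and differed by -1.06, -1.15 and -0.74 log2 within the 3 sets of arrays. The 7 genes that passed had an adjusted p of at most 0.0041 with that block. Within the sets Spef2 differed by -1.58, -1.57 and -1.36 log2, Crocc by -1.35, -1.37 and -0.94, Stk36 by -1.05, -1.30 and -0.70, Ccdc39 by -0.94, -1.35 and -0.72, and Mak by -1.17, -1.15 and -0.62. Ccdc151 differed by -0.91, -1.23 and -0.78, Ccdc40 by -1.0, -0.87 and -0.34, Lrrc6 by -1.37, -1.45 and -0.93, Wdr19 by -0.74, -1.13 and -0.92, Armc4 by -0.80, -0.78 and -0.33 and Dnah11 by -0.78, -0.41 and -0.52. Injured replicate 2 was at 9.46 log2 for Dnah11 and the other injured arrays at 9.08 to 9.20, and Dnah11 passed without that replicate (adjusted p = 0.048), without sham replicate 4 (0.027) or without sham replicate 6 (0.035), as Wdr19 did without injured replicate 2 (0.022). By a one-way test of these 2 groups, on linear values relative to the sham mean, 10 of the 11 genes were lower, and without the 4 arrays with the highest muscle signal Ccdc39 had an adjusted p of 0.11. Averaging the 2 arrays of each group in a set first gave Ccdc40 an adjusted p of 0.060, and with quantile normalization Wdr19 (0.0051) and Dnah11 (0.018) passed.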

As we previously found [6] that mouse spinal cord ependymal cells specifically express several transcription factors involved in cilia formation, namely FoxJ1, Rfx1-4 [43] and Trp73 [44], we analysed their expression after SCI. Microarray results presented in Figure 4A indicated that Rfx1 and Trp73 RNA levels were significantly reduced whereas Rfx4 expression was increased. 

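Trp73, which encodes the transcription factor p73 of multiciliated cells, fell by 0.93 log2, from 7.18 ± 0.40 to 6.25 ± 0.25 (SD, n = 6, adjusted p = 0.014 from limma, or 0.0016 with the set of arrays as a block). Rfx4, of the regulatory factor X family, rose by 0.74 log2, from 9.78 ± 0.26 to 10.52 ± 0.34 (SD, n = 6, adjusted p = 0.034, or 0.0096 with the set of arrays as a block). Rfx1 had a log2 difference of -0.73 (standard error 0.28, adjusted p = 0.26), with adjusted p = 5.7e-04 with the set of arrays and 0.0040 with the replicate number as a block. Rfx3, from the same family, had a log2 difference of -0.40 (standard error 0.33, adjusted p = 0.94, or 0.046 with either block, but 0.16 when the 2 arrays of each group in a set were averaged first). In the 3 sets of arrays the differences were -1.10, -1.10 and -0.59 log2 for Trp73, 0.29, 0.75 and 1.19 for Rfx4, -0.91, -0.87 and -0.42 for Rfx1 and -0.47, -0.63 and -0.08 for Rfx3. Of the 6 transcription factors that the study examined, 1 was higher and 1 was lower (1 higher and 2 lower when adjusted over the list alone). Their mean differed by -0.33 log2 (exact permutation test, adjusted p = 0.074, or 0.066 with the set of arrays as a block) and by -0.63, -0.41 and 0.06 log2 within the 3 sets of arrays, and without injured replicate 6 the adjusted p was 0.037. By a one-way test of the 2 groups on linear values, Trp73, Rfx4 and Rfx1 passed. Leaving out sham replicate 2, 3, 4, 5 or 6 or injured replicate 3, 5 or 6 gave Rfx4 an adjusted p of 0.054 to 0.078, centring each array on its median gave 0.098, no moderation 0.065 and leaving out the 4 arrays with the highest muscle signal 0.24. With the mean of all its probe sets Trp73 had an adjusted p of 0.070, and with quantile normalization Rfx1 had 0.028 and the list 0.030.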

With regards to FoxJ1 and Rfx2, their expression also appeared to be reduced after SCI but did not reach significance (FoxJ1: mean ± S.E.M. = 1.01 ± 0.14 vs 0.86 ± 0.22 post-SCI and Rfx2: 1.01 ± 0.21 and 0.76 ± 0.32 post-SCI, *n* = 6). 

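Foxj1, the main transcription factor of motile cilium formation, was 10.00 ± 0.33 log2 in sham and 9.86 ± 0.48 log2 in injured mice (SD, n = 6), a log2 difference of -0.14 (standard error 0.22, adjusted p = 1 from limma). Rfx2, which acts with it on cilium genes, was 7.42 ± 0.29 log2 in sham and 6.91 ± 0.52 log2 in injured mice (SD, n = 6), a log2 difference of -0.51 (standard error 0.23, adjusted p = 0.40, or 0.080 with the set of arrays as a block). On the linear scale relative to the sham mean, the level after injury was 0.931 ± 0.123 for Foxj1 and 0.727 ± 0.0999 for Rfx2 (S.E.M.), with S.E.M. 0.0934 and 0.0748 in sham mice, and neither passed by a one-way test of the 2 groups on these values. The 3 sets of arrays had log2 differences of -0.52, -0.35 and 0.45 for Foxj1 and -1.10, -0.26 and -0.17 for Rfx2. Without the 4 arrays with the highest muscle signal and with the set of arrays as a block, Rfx2 had a log2 difference of -1.01 (adjusted p = 0.0012).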

As Foxj1 is the central transcription factor orchestrating cilium morphogenesis [45] and as this protein can also be rapidly degraded by proteasome [46], we also explored its expression at the protein level by immunofluorescence. Figure 2 shows that compared to control spinal cord, FOXJ1 expression is reduced in ependymal cells after SCI and some of them became negative. We validated this downregulation further using the spinal cord organotypic slice model mentioned previously (Figure 1A). Figure 3 shows that, compared to control slices, FOXJ1 expression was barely detected in ependymal cells maintained for 3 days in culture.

Next, we wanted to get an insight on the molecular mechanisms underlying the downregulation of cilia-related genes in spinal cord ependymal cells. We used spinal cord-derived neurospheres as an in vitro model. These neurospheres originated from the central canal ependymal cells [15] and are composed of progenitor/stem cells [47]. 

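Neurospheres are floating clusters of dividing neural stem and progenitor cells, grown here from the adult mouse spinal cord with EGF and FGF2 at 10 ng/mL each. RNA of 4 independent cultures was measured on 12 arrays, 4 of cultures growing with EGF and FGF2, 4 after both had been withdrawn and 4 after both had been given back. The sources differ on some details: passage 3 is given in the paper and passage 1 in the sample labels, the time without growth factors is 3 days in the results and 4 days in the methods, and the time after their return is 3 days in the text and 2 days in the figure. According to the methods, cultures without growth factors were also dissociated, plated on a coated surface and given serum in place of heparin, so removal here stands for all of these steps. The authors normalized these arrays with RMA as well, on another type of array, and each deposited value is a log2 signal. After 190 control probe sets were left out, 41155 remained, of which 23521 name 1 gene, 1814 name several and 15820 name none, and the first of these cover 22180 genes. The 3 groups entered a single limma fit that shares their spread, without a block. The first principal component held 45.9% of the variance, and 98.4% of it lay between the groups. With group means taken out, same-numbered arrays had correlations of 0.312 to 0.391 between cultures with and without growth factors, 0.275 to 0.359 between those without and with returned factors, and 0.160 to 0.306 between those with and with returned factors, so a fit with the replicate number as a block was also run. The 4 arrays of a group limit the precision, so that the smallest p of an exact permutation test between 2 groups is 0.0286.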

We derived four independent neurosphere cultures from adult spinal cords and performed RNA profiling of these cells after 3 passages using microarrays. 

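The ependymal and the neurosphere arrays are of different types and were normalized apart, so no fold or test between them is given, and each gene was placed by its percentile among the probe sets of its own array. These percentiles also depend on the probes and on the content of each array type, so that they do not measure a difference in level between the 2 kinds of sample. In the sham ependymal region the cilia genes of the study lay at a median percentile of 91.6, and in growing neurospheres at 44.8, over the 10 measured on both. Spef2 lay at percentile 93.9 ± 2.34 in ependyma (SD, n = 6) and 45.4 ± 1.08 in neurospheres (SD, n = 4). Dnah11, an outer arm dynein heavy chain, lay at 95.5 ± 0.986 and 44.1 ± 1.58, and Lrrc6, a dynein assembly factor, at 87.4 ± 4.91 and 17.4 ± 1.81. Wdr19 and Stk36 lay at 88.0 ± 1.62 and 81.2 ± 2.18 in ependyma and 80.0 ± 1.64 and 70.2 ± 1.73 in neurospheres. The transcription factors had median percentiles of 88.9 and 81.6. Foxj1 lay at 96.1 ± 1.33 in ependyma and 84.0 ± 1.66 in neurospheres, and Rfx4 lay at 95.5 ± 0.785 and 97.9 ± 0.461.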

Data presented in Figure 4A indicates that neurosphere cells expressed the 12 selected cilia genes and six cilia transcription factors (FoxJ1, Rfx1-4, Trp73) at a considerably lower level than in vivo ependymal cells.

Compared to ependymal cells which proliferate at a very low rate, neurosphere cells are highly proliferative with a doubling time of approximately 28 h (unpublished data). Considering the low expression of cilia genes found in neuropheres (Figure 4A), we hypothesized that these genes might be negatively controlled by growth factors. We tested this possibility by removing the growth factors (EGF/FGF2) in the medium for 3 days and then by monitoring gene expression with microarrays (*n* = 4). Indeed, Figure 4B shows that growth factor removal (w/o EF condition Figure 4B) significantly increased the expression of 12/14 cilia-related genes (fold change between 1.5 to 3.9) together with 3 transcription factors (FoxJ1, Rfx1, Rfx2) (fold change 3.4, 1.3 and 3.1, respectively). Conversely Rfx4 was downregulated. 

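When EGF and FGF2 were withdrawn, 8 of the 10 study cilia genes measured here rose, by 1.48- to 3.28-fold, and none fell (limma, n = 4 arrays in each group). Dnah11 rose by 1.71 log2, from 3.71 ± 0.06 to 5.43 ± 0.17 (SD, n = 4, adjusted p = 7.2e-08), Spef2 by 1.62 log2 (standard error 0.19, adjusted p = 4.0e-05) and Ccdc40 by 1.18 log2 (adjusted p = 1.0e-05). Rises of 1.16 log2 for Ccdc151, 1.07 for Wdr19, 0.88 for Mak, 0.79 for Stk36 and 0.57 for Lrrc6 also passed the test. Armc4 and Crocc had log2 differences of -0.09 (adjusted p = 0.56) and -0.10 (adjusted p = 0.44). Foxj1 rose 3.38-fold, from 6.72 ± 0.18 to 8.48 ± 0.28 log2 (SD, n = 4, adjusted p = 2.0e-06), Rfx2 rose 3.02-fold (adjusted p = 2.2e-07) and Rfx1 rose 1.35-fold (adjusted p = 0.0082). The means of the study's cilia genes and of its transcription factors rose by 0.88 and 0.55 log2 (exact permutation test, adjusted p = 0.036 for each), with an adjusted p = 0.077 and 0.17 with an estimated correlation. When adjusted over the list alone, 8 cilia genes rose, 4 transcription factors rose and 1 fell. Of 51 motile cilium genes that the study did not choose, 33 rose and none fell (36 when adjusted over the list alone), with a mean rise of 0.93 log2 (exact permutation test, adjusted p = 0.036). Cfap44, Dnali1 and the dynein heavy chain Dnah9 rose by 3.16, 2.75 and 2.46 log2. Of 22180 genes, 2681 rose and 3590 fell, and in 6676 of all genes measured, or 30.1%, the groups did not overlap, where chance gives 2.86%. Of the probe sets called, 46.5% were higher (4028 higher and 4639 lower), against 36.2% (3160 and 5577) when each array was centred on its median. With the replicate number as a block the smallest adjusted p the permutation test allows over the lists was 0.13, so that no list could pass.

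**Figure D3:**
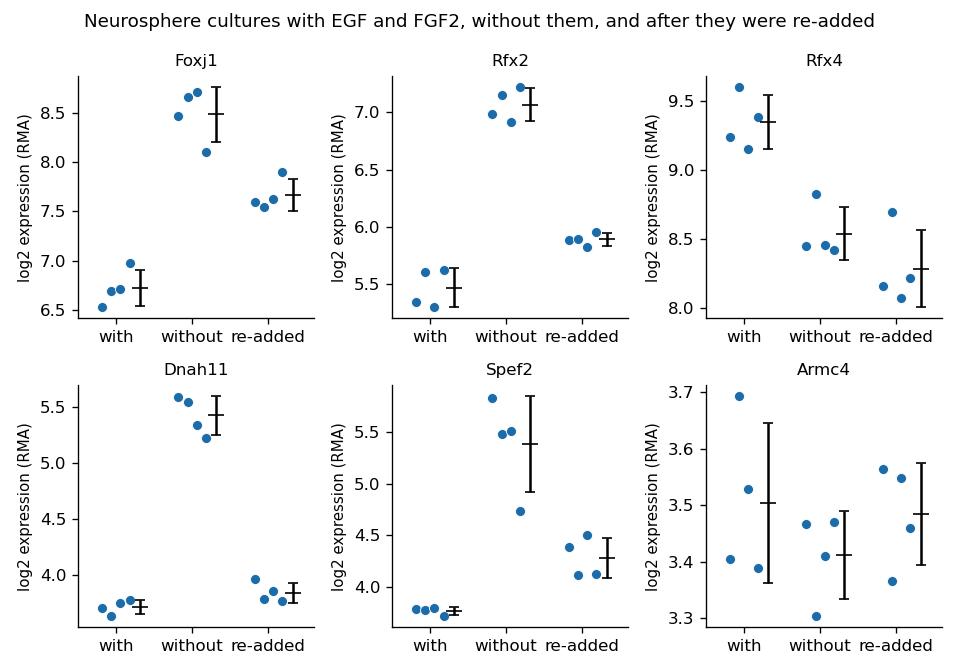
Log2 expression (vertical axes) of Foxj1, Rfx2, Rfx4, Dnah11, Spef2 and Armc4 in neurosphere cultures growing with EGF and FGF2, after their removal and after they were given back. Each point is 1 array and the bar beside each group is the mean ± SD (n = 4). Foxj1 goes from 6.72 to 8.48 log2 on removal and to 7.66 after the return, Rfx4 from 9.35 to 8.54 and 8.29, while Armc4 stays between 3.41 and 3.50 on average.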

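Rfx4 fell by 0.81 log2 on removal of the growth factors, from 9.35 ± 0.20 to 8.54 ± 0.19 (SD, n = 4, standard error 0.15, adjusted p = 0.0016 from limma). Replicate 2 without growth factors was at 8.83 log2 and the other 3 at 8.42 to 8.46. Rfx3 had a log2 difference of 0.31 (standard error 0.13, adjusted p = 0.12), and without replicate 4 of the cultures without growth factors the difference was 0.43 and passed (adjusted p = 0.015), as it did with quantile normalization (0.43 log2, adjusted p = 0.015). Trp73 had a log2 difference of -0.01 (standard error 0.10, adjusted p = 0.96).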

We validated this result at the protein level for FOXJ1. Indeed, whereas FOXJ1 is not detected by immunofluorescence in neurosphere cells cultured with growth factors, it is well-expressed after growth factor removal (Figure 5A). To further test the influence of growth factors on the expression of these cilia-related genes, we reintroduced them in the medium for 3 days (re EF condition Figure 4B) and performed new microarray analysis (*n* = 4). This led to a significant downregulation of 12/14 cilia-related genes together with FoxJ1, Rfx1 and Rfx2 (Figure 4B). This illustrates the negative influence of growth factors on cilia-related genes and cilia transcription factors in neurosphere cells. Collectively, these results support the notion that SCI opposes cilia-related gene expression in ependymal cells, possibly by inducing proliferation and downregulating the expression of FOXJ1 transcription factor.

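After EGF and FGF2 had been given back, 8 of the 10 study cilia genes measured here fell, by 1.40- to 3.01-fold, and none rose (limma, n = 4 arrays in each group). Dnah11 fell by 1.59 log2 (standard error 0.09, adjusted p = 5.0e-07), Spef2 fell by 1.10 log2 (adjusted p = 0.0017) and Ccdc40 fell by 0.98 log2 (adjusted p = 1.3e-04). Among the transcription factors, Foxj1 fell by 0.82 log2, from 8.48 ± 0.28 to 7.66 ± 0.16 (SD, n = 4, adjusted p = 0.0021), Rfx2 fell by 1.17 log2 (adjusted p = 8.8e-06), Rfx3 fell by 0.69 log2 (adjusted p = 0.0031) and Rfx1 fell by 0.61 log2 (adjusted p = 0.0016). Rfx4 and Trp73 had log2 differences of -0.25 (adjusted p = 0.35, or 0.048 with the replicate number as a block) and -0.19 (adjusted p = 0.26). When adjusted over the list alone, 8 cilia genes and 4 transcription factors fell. Of 51 motile cilium genes, 27 fell and none rose (35 when adjusted over the list alone), among them Dnah9, which fell by 2.04 log2. The means of the study's cilia genes, of its transcription factors and of the motile cilium genes differed by -0.71, -0.62 and -0.69 log2, and none of the lists passed, with 0.063 the lowest adjusted p of the exact permutation test and 6 lists higher and 9 lower at an unadjusted p under 0.05. Compared with cultures that had kept their growth factors, Foxj1 was still 0.94 log2 higher (adjusted p = 1.0e-03), Rfx2 0.42 higher (adjusted p = 0.016) and Rfx4 at a log2 difference of -1.06 (adjusted p = 6.0e-04), while 0 of the 10 cilia genes passed by limma (2 higher and 0 lower at an unadjusted p under 0.05, and 0 by a one-way test of the 3 groups with Tukey's comparison). The means of the study's cilia genes, of the motile cilium genes and of the ciliary transport genes stayed higher than in those cultures, by 0.17, 0.24 and 0.15 log2 (exact permutation test, adjusted p = 0.045 for each, and 0.43, 0.18 and 0.47 with an estimated correlation), with 10 of 51 motile cilium genes higher and 2 lower and 6 of 34 transport genes higher and 1 lower. With the replicate number as a block the adjusted p was 0.16 for each, where no list could pass. The call for Rfx2 in this last comparison was lost without replicate 1 or 3 of the growing cultures or replicate 4 after the return (adjusted p = 0.056, 0.054 and 0.051), and with quantile normalization (0.056). Over all probe sets, 55.3% of the calls were higher after the return (2863 higher and 2315 lower), against 69.8% (3785 and 1635) with each array centred on its median. From the low level of cilia genes in growing neurospheres the paper hypothesized that growth factors hold these genes down. It tested this by withdrawing EGF and FGF2 and giving them back. By immunofluorescence it also detected FOXJ1 protein after removal but not with growth factors. From the rise and the fall, it concludes that growth factors act negatively on cilia genes and their transcription factors. Removal came with plating and serum, so these arrays do not vary the growth factors alone.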

### 3.3. Oncostatin Affects Proliferation and Differentiation of Spinal Cord Neurosphere Cells

Besides proliferation, long term genetic-lineage tracing experiments have shown that ependymal cells mostly differentiate into astrocytes after injury [14]. 

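Gfap, which encodes the intermediate filament protein of astrocytes, was 8.68 ± 0.88 log2 in the sham and 11.44 ± 0.41 log2 in the injured ependymal region (SD, n = 6). This is a 6.75-fold rise (standard error 0.36 log2, adjusted p = 8.9e-04 from limma, or 1.6e-05 with the set of arrays as a block). Its 2 other probe sets rose by 2.87 and 3.64 log2, and every injured array lay above every sham array. It rose by 2.22, 3.40 and 2.64 log2 within the 3 sets of arrays.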

In line with these observations, our RNA profiling revealed that GFAP, a cytoskeleton gene typically expressed by astrocytes was upregulated 12.9-fold (Table 1) in ependymal cells after SCI. 

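Aldh1l1, an astrocyte enzyme of folate metabolism, rose 4.43-fold, from 5.03 ± 0.71 to 7.18 ± 0.64 log2 (SD, n = 6, adjusted p = 0.0042 from limma). Fabp7, a fatty acid-binding protein of radial glia and astrocytes, rose 3.20-fold (adjusted p = 1.3e-04), Vim, the intermediate filament protein vimentin, rose 1.66-fold (adjusted p = 0.0019, or 0.059 with each array centred on its median) and Aldoc, the aldolase of astrocytes, rose 1.57-fold (adjusted p = 0.012). A further probe set of Aldoc had a log2 difference of 1.46 (adjusted p = 0.096) and one of Aldh1l1 0.13 (adjusted p = 1). With Gfap, 5 of the 5 astrocyte markers that the study names were higher (5 when adjusted over the list alone). Their mean rose by 1.59 log2 (exact permutation test, adjusted p = 0.0057, or 0.017 with the set of arrays as a block). The study reports these markers as increased on these samples, so neither the count nor the mean is independent evidence. Genes that reactive astrocytes raise after injury also rose: of 33 measured, 15 were higher and none was lower (21 higher when adjusted over the list alone), and their mean rose by 1.34 log2 (exact permutation test, adjusted p = 0.0057, or 0.017 with the set of arrays as a block). The reactive astrocyte list holds Osmr, Timp1, Serpina3n, Serping1 and Ptx3, which the paper reports as higher on these arrays. Osmr, Timp1 and Serpina3n are on the STAT3 list too, so the rise of this list is not independent evidence either. Of 28 further astrocyte markers, 2 were higher and 1 was lower, with the same counts when adjusted over the list alone. The 2 that rose were Id3, an inhibitor of DNA binding, by 1.14 log2 and Atp1b2, a subunit of the sodium pump, by 0.60 log2 (adjusted p = 0.0498 and 0.015), and Agt, the angiotensin precursor, fell by 1.25 log2 (adjusted p = 4.4e-04). The mean of that list differed by 0.04 log2 (exact permutation test, adjusted p = 0.67, or 0.34 with the set of arrays as a block). Without the 4 arrays with the highest muscle signal the adjusted p was 0.093 for Aldh1l1 and 0.10 for Aldoc, and with the 2 arrays of each group in a set averaged first it was 0.074 for Aldoc. Aldh1l1, Fabp7, Vim, Aldoc, Id3, Atp1b2 and Agt had an adjusted p of at most 0.0049 with the set of arrays as a block. The differences within the sets were 1.95, 2.21 and 2.29 log2 for Aldh1l1, 1.35, 1.87 and 1.82 for Fabp7, 0.68, 0.61 and 0.89 for Vim, and 0.35, 0.58 and 1.01 for Aldoc. They were 1.21, 0.96 and 1.23 for Id3, 0.37, 0.68 and 0.76 for Atp1b2, -1.43, -1.13 and -1.18 for Agt, 1.31, 1.74 and 1.73 for the study's markers, 1.65, 1.08 and 1.28 for reactive astrocyte genes and 0.00, -0.02 and 0.14 for the further markers.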

Four other commonly used markers for astrocytes (ALDH1L1, ALDOC, FABP7, VIM) were also significantly increased (fold changes respectively: 4.5; 3.1; 3.7; 2.1; Table S1). In contrast, four markers (CCDC153, HDC, ODF3B, TMEM212) specific for ependymocytes according to the PanglaoDB database and highly expressed in the mouse central canal region [6], were significantly downregulated (fold changes respectively: −3.7; −2.6; −2.6; −2.6; Table S1). This suggested that ependymal cells rapidly engage into astrogenesis as early as within 3 days after injury. 

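Ccdc153, a coiled-coil protein of ciliated cells, fell by 1.95 log2, from 10.97 ± 0.25 to 9.02 ± 0.56 (SD, n = 6, adjusted p = 5.0e-04 from limma). Sham replicate 6 was at 10.48 log2 for this gene and the other sham arrays at 10.94 to 11.15, and without it the difference was -2.05 (adjusted p = 6.9e-04). Tmem212, a transmembrane protein, fell by 1.38 log2 (standard error 0.11, adjusted p = 3.0e-05), Hdc, which makes histamine from histidine, fell by 1.36 log2 (adjusted p = 0.0013) and Odf3b, related to an outer dense fibre protein of sperm tails, fell by 1.13 log2 (adjusted p = 0.0044, or 0.063 without the 4 arrays with the highest muscle signal). All 4 markers were lower, also when adjusted over the list alone (4). The study reports these markers as lower on these samples, so neither this count nor the mean of the 4 is independent evidence. Their mean fell by 1.45 log2 (exact permutation test, adjusted p = 0.0057, or 0.017 with the set of arrays as a block). With that block the 4 genes had an adjusted p of at most 2.8e-04. The differences in the 3 sets of arrays were -2.09, -2.37 and -1.40 log2 for Ccdc153, -1.60, -1.40 and -1.13 for Tmem212, -1.42, -1.52 and -1.12 for Hdc, -1.38, -1.14 and -0.87 for Odf3b and -1.62, -1.61 and -1.13 for their mean. From the rise of astrocyte markers and the fall of these ependymal markers, the paper proposes that ependymal cells enter astrogenesis within 3 days of injury.

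**Figure D4:**
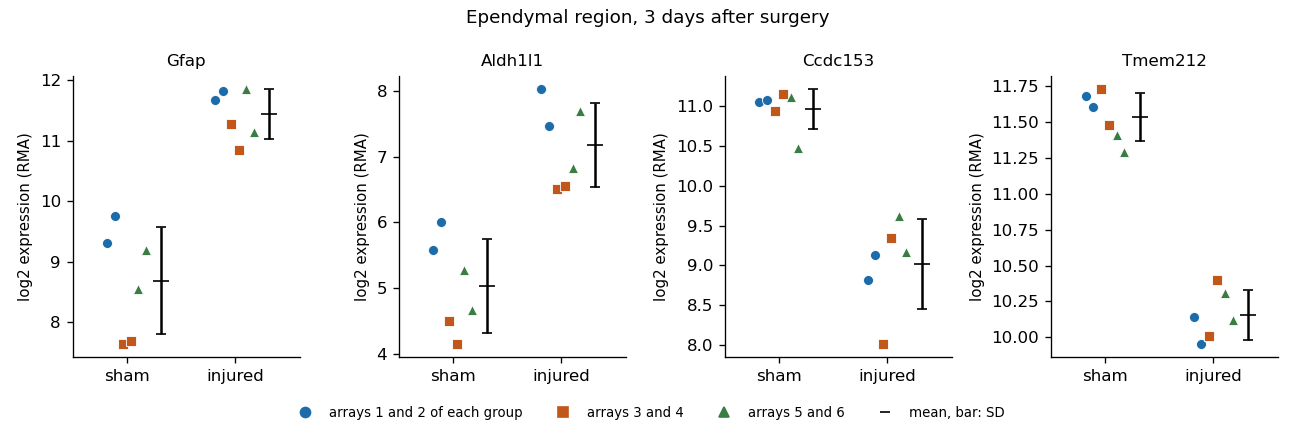
Log2 expression (vertical axes) of the astrocyte markers Gfap and Aldh1l1 and of the ependymal markers Ccdc153 and Tmem212 in the ependymal region of sham and injured mice. Each point is 1 array, its shape and colour give the set of arrays, and the bar beside each group is the mean ± SD (n = 6). The means go from 8.68 to 11.44 log2 for Gfap, from 5.03 to 7.18 for Aldh1l1, from 10.97 to 9.02 for Ccdc153 and from 11.53 to 10.16 for Tmem212.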

To get insight on the molecular mechanisms underlying this differentiation, we examined the list of dysregulated genes for possible candidates. 

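By the size of its rise after injury, Osmr ranked 2 of the 17097 genes, after Crym and before Ecm1, at the probe set with the highest mean signal of each gene. By the probe set with the highest rise of each gene it ranked 3, after Crym and Thbs2. Its partner in the oncostatin receptor, Il6st, which encodes gp130, was 9.96 ± 0.25 log2 in sham and 9.68 ± 0.39 log2 in injured mice (SD, n = 6). The log2 difference of Il6st was -0.28 (standard error 0.18, adjusted p = 0.76 from limma), with adjusted p = 0.015 with the set of arrays and 0.047 with the replicate number as a block, and -0.23, -0.49 and -0.13 within the 3 sets of arrays. Lifr, the receptor subunit for leukaemia inhibitory factor, had a log2 difference of -0.42 (standard error 0.33, adjusted p = 0.92, or 0.19 with the set of arrays as a block), and -0.06, -0.60 and -0.59 within the 3 sets. Of 6 measured cytokine genes of the IL-6 family with Tnf, 0 were higher and 0 were lower by limma (0 higher and 0 lower at an unadjusted p under 0.05, and 1 lower with either block, Ctf1, which encodes cardiotrophin 1, at a log2 difference of -0.34), also when adjusted over the list alone. The mean of these cytokines differed by 0.00 log2 (exact permutation test, adjusted p = 1, or 1 with the set of arrays as a block), and by 0.01, 0.09 and -0.10 within the 3 sets of arrays. No value of Osm itself is given for these arrays, and Clcf1 had a low signal, where a change may go unseen. In RNA of the total spinal cord, the paper reports by QPCR a strong rise of Osm after injury. It reports more moderate rises of Cntf, Lif and Tnfa there.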

The second most upregulated gene (×30) was the receptor for oncostatin (OSMR) and we selected this gene for further investigations as (i) oncostatin is a member of the Il-6 cytokine family and these cytokines are well-known to be strong inducers of astrocytic differentiation of neural stem cells though STAT3 activation [48] (ii) OSMR is expressed by GFAP^+^ astrocytes in the adult brain subventricular zone and in the olfactory bulb [49,50].

We started our investigation by further validating the sharp upregulation of the OSMR protein we observed in ependymal cells (Figure 2) using the spinal cord organotypic slice model we described above (Figure 1A). Figure 3 shows that after 3 days of culture, ependymal cells highly expressed OSMR detected by immunofluorescence. We also performed western blot using proteins extracted from uninjured total spinal cord and 3 and 5 days after SCI. This again revealed a sharp induction of OSMR by SCI (Figure 5B). It is worth noting that here, the detection of OSMR reflects its induction in ependymal cells but probably also in other undefined cells in the spinal cord parenchyma which may overexpress OSMR after SCI.

We then sought to understand what triggers the sharp OSMR upregulation after SCI in ependymal cells. It has been shown that Omsr is induced by various cytokines, notably belonging to the IL-6 family, in different cell types. To evaluate this possibility in the spinal cord context, we used again the neurosphere model (Figure 1A). Spinal cord neurospheres cultured in the proliferating condition with growth factors were treated for 5 days with IL-6 related cytokines (CNTF, IL-6, LIF, OSM), inflammatory cytokines (Interferon𝛾, CCL2, CXCL3, TGFβ, TNFα) and various cytokines which have been shown to influence neural precursor fate (GDF15, VEGFC, BMP6). The effect on Osmr expression was measured by QPCR. We found that only four of these cytokines (CNTF, LIF, OSM and TNFα) upregulated Osmr expression (Figure 5C). OSM, LIF and CNTF were particularly potent with 175-, 50-, and 20-fold increase respectively (Figure 5C). Western blot and immunofluorescence also validated the strong increase of OSMR in neurosphere cells after OSM treatment (Figure 5D). In the brain, these IL-6 related cytokines can activate STAT3 signaling in neural stem cells that is accompanied by proliferation reduction and astrocytic differentiation [48]. Indeed, we found that addition of OSM to growing neurospheres induced a sharp increase of p-STAT3 expression (Figure 5E) and astrocytic differentiation as revealed by immunofluorescence and western blot for GFAP (Figure 5F). OSM also negatively affected neurosphere cell growth as measured by the reduced number of cells obtained 7 days in the presence of OSM which is also illustrated by the decrease in MKi67^+^ cells (Figure 5G).

Last, we determined the influence of OSM during the differentiation phase of neurosphere cells into different cell types. Growing neurospheres were treated with OSM for 3 days and then for 3 additional days during the differentiation phase (w/o growth factors plus serum). Differentiation into astrocytes, oligodendrocytes and neurons was quantified by immunostainings for GFAP, OLIG1 and MAP2/TUBB3 respectively. In control condition, most neurosphere cells differentiated into astrocytes (approximately 80%) and no significant effect of OSM was observed on their production (Figure 5H). In contrast, OSM reduced by half the percentage of OLIG1^+^ cells indicating that this cytokine negatively impacted on the formation of oligodendrocytic cells (Figure 5H). With regard to the neuronal differentiation, the formation of MAP2^+^ or TUBB3^+^ neuronal cells was very weak (typically under 1%, data not shown) and highly variable between experiments and thus no reliable conclusion could be obtained.

All together, these results indicate that spinal cord neurosphere cells are highly responsive to OSM cytokine that alters their proliferation and differentiation into different cell types.

### 3.4. OSM Expression Is Strongly Upregulated in SCI

Considering the major effect of OSM on OSMR expression, proliferation and differentiation of spinal cord cells in vitro, we questioned the origin of this cytokine. Two brain cell-type-specific RNA databases indicated that Osm is almost exclusively expressed by microglia especially after their activation (Figure S2A,B). In addition, in a database comparing gene expression before and after thoracic contusive injury of the spinal cord Osm and the related cytokines Lif and Cntf are highly upregulated (Figure S2C) [51]. More recent single cells RNA seq analyses performed in a contusion model of SCI also reported highest expression of Osm in myeloid cells and its upregulation after injury [52]. To see how Osm expression varies in our model of SCI, we performed QPCR on total spinal cord RNA extracted before and 3 days post-injury and found that Osm is strongly upregulated after SCI (Figure 6A) (fold change: 5–10×, *n* = 3 mice). Expression of Cntf, Lif and Tnfa, which we showed can upregulate Osmr in neurosphere cells (Figure 5C), are also increased after SCI but more moderately than Osm (Figure 6A).

### 3.5. Microglia Upregulates Osmr in Spinal Cord Neurosphere Cells

Considering that microglia are the main source of Osm in SCI, we next investigated whether these cells could influence spinal cord ependymal cell fate. First we examined a possible physical interaction of these two cell types in the spinal cord especially as in the brain, microglia closely interacts with neural stem cells [53]. We used the CX3CR1^+/GFP^ transgenic mice to visualize microglia including their soma but also their processes as these cells are highly ramified. Figure 6B illustrates the presence of microglia soma (white arrowheads) in close contact with ependymal cells. Closer examinations also revealed microglia processes in the proximity of ependymal cells suggesting possible interactions (Figure 6B white arrows). Interactions between these two cell types can also be observed in the Gensat database [54] with two other microglial specific transgenic GFP mice (Limd2 and Csf2rb2) (Figure S3). Second, these observations encouraged us to investigate whether microglia could increase Osmr expression in spinal cord neurosphere cells. We based our approach on the mouse microglial BV-2 cell line [21]. Compared to primary microglial cells, this line immortalized by the v-raf/v-myc oncogenes showed differences in TGFβ signaling and chemotaxis [55,56] but remains extensively employed as a model for murine microglia [57,58]. Database screening indicated that BV-2 cells express Osm RNA at a level comparable to primary brain postnatal microglia (supplemental file 4 in [55]). To really ascertain the expression of Osm at the protein level in these cells, we used ELISA. Figure 6C showed that indeed, OSM was readily detected in the medium conditioned by BV-2 cells whereas this cytokine was undetectable in the medium conditioned by spinal cord neurosphere cultures. QPCR analysis also revealed that in addition to Osm, BV-2 cells express genes for other cytokines (Cntf, Lif and Tnfa) (Figure 6C right). Next, we tested the influence of BV-2 cells on Osmr expression by co-culturing neurosphere cells with these cells for 3 days. For this experiment, we used spinal cord neurospheres derived from the spinal cord of β-actin GFP transgenic mice which enabled us to sort these cells after co-culture. Osmr level was measured by QPCR. Results presented on Figure 6D indicates a strong upregulation (>10-fold) of Osmr after co-culture with BV-2 cells. This was validated by immunofluorescence, showing that OSMR is detected in a fraction of neurosphere cells after co-culture with BV-2 cells (Figure 6D right). We also found that co-culture with BV-2 cells strongly upregulate GFAP in neurosphere cells as evidenced by QPCR and immunofluorescence (Figure 6E). Collectively these results support the notion that microglia participate in the Osmr upregulation and astrocytic differentiation of spinal cord ependymal cells through the release of OSM.

## 4. Discussion

In this work, we built up a new corpus of knowledge on spinal cord ependymal cells, which are an important source to replace damaged cells after lesion. The reaction of ependymal cells to SCI has been observed since 1962 [11], however very little was known on the underlying molecular mechanisms. We addressed this key issue by studying the RNA profiles of ependymal cells during SCI. Three main conclusions can be drawn from this work.

First, pathway analysis and immunofluorescence demonstrated that SCI activates the ERK/MAPK and STAT3 pathways in a fraction of ependymal cells. What is the origin of these activations? Many molecules such as IL-6 related cytokines (involved in inflammation), growth factors (i.e., EGF) and even ECM proteins such as fibronectin [59] activate STAT3 and ERK/MAPK signalings. During SCI, the level of many of these proteins increases in the parenchyma [51] and in the ependyma itself (for instance fibronectin and the STAT-activating cytokine CLCF1 were upregulated 7x, Table S1). 

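In the injured ependymal region, Fn1 rose in all 6 injured arrays above all 6 sham arrays, and with the set of arrays as a block its adjusted p was 2.6e-04 by limma. Clcf1, a cytokine that signals through the CNTF receptor and gp130, was 4.64 ± 0.29 log2 in sham and 4.78 ± 0.22 log2 in injured mice (SD, n = 6). Its log2 difference was 0.14 (standard error 0.15, adjusted p = 1, or 0.14 with the set of arrays as a block), and 0.07, 0.08 and 0.27 within the 3 sets of arrays. Both group means of Clcf1 lay below the median signal of every ependymal array (4.85 to 5.36 log2), where a change may go unseen.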

One possible candidate we identified is OSM but considering the variety of factors released during SCI, other molecules could also contribute to activating STAT3 and ERK/MAPK pathways. What are the consequences of these activations on ependymal cells? Both pathways can promote astrocytic differentiation of brain neural stem cells [37,48,60]. They may thus have similar effects in spinal cord especially as we observed that ependymal cells upregulated astrocyte-specific genes and downregulated ependymocyte-specific genes post injury. Genetic-tools have shown that ependyma-derived astrocytes have a positive effect on SCI [12] suggesting that STAT3 activation in ependymal cells is beneficial in this context. However, STAT3 acts a negative-regulator of neurogenesis in neural stem cells [61,62,63] which could be responsible for the absence of new neurons production by ependymal cells after injury. Besides differentiation and depending on their level of activation, ERK/MAPK and STAT3 pathways can also promote stem cell proliferation [63,64]. Thus they could also participate in the proliferation of ependymal cells induced by injury [11]. ERK and STAT3 pathways could also upregulate several ECM genes in ependymal cells. For instance, expression of Ecm1 and Vcan are strongly increased after SCI (Table 1), and these genes are controlled by ERK and STAT3 in other contexts [65,66]. These ECM proteins may help migration of central canal cells toward the lesion site and/or fill extracellular space left by cell death. Finally, activation of ERK and STAT3 pathways on ependymal cells likely acts through downstream transcription factors. Etv5 and Cebpd are potential candidates as their expression sharply rises after SCI (Table 1) and ERK and STAT3 pathways control their expression in other contexts [37,67]. Further investigations are required to understand the intimate and temporal crosstalks between these two pathways to regulate ependymal cell proliferation and differentiation.

A second significant and very unexpected result is that ependymal cells downregulate genes involved in ciliogenesis after SCI. As ciliogenesis opposes proliferation in many cell types, it is likely that this reduction in cilia-related genes reflects the mitotic reentry of ependymal cells. A recent study based on a single cell RNA seq approach of a contusion model of SCI also reported a reduction of cilia-related genes, including the master transcription factor of ciliogenesis (FoxJ1) in ependymal cells (Figures S4 and S5 in [52]). This illustrates the significance and robustness of this finding across different SCI models. Whereas Foxj1 was not significantly decreased transcriptionally in our study, we observed a reduction of the FOXJ1 protein in ependymal cells in vivo and also in vitro using spinal cord organotypic slices. This reduction could result from the degradation of FOXJ1 as this transcription factor has a short half-life and is constantly targeted by the ubiquitin-proteasome in brain ependymal cells [46]. Using primary spinal cord neurosphere cultures, we also observed that cilia-related genes and cilia transcription factors were expressed at a much lower level than in the spinal cord ependyma. Then, by removing and reintroducing EGF/FGF2 in the medium, we found that the expression level of a large fraction of these genes, notably Foxj1, increases and decreases respectively. This shows that these growth factors control ciliogenesis in spinal cord stem cells in vitro. This regulation of ciliogenesis is reminiscent of the situation observed in brain ependymal cells [46]. Here, upon growth factor stimulation in vitro, brain ependymal cells lose FoxJ1 expression and cilia, de-differentiate and proliferate. A similar scenario may apply in spinal cord ependymal cells but the growth factors triggering ependymal cells proliferation in vivo remain to be fully identified. The mechanisms suppressing ciliogenesis in dividing cells have been partly elucidated in cancer and ERK signaling is involved [68]. As this pathway is activated in ependymal cells after SCI, it appears as a good candidate to reduce ciliogenesis in these cells.

Finally, this work unveiled the OSM/OSMR pathway as part of the reaction of spinal cord ependymal cells to SCI. OSMR was the second top upregulated gene after SCI with a 30-fold increase, which we confirmed at the protein level in vivo and in vitro. Using spinal cord neurospheres, we identified this pathway as a regulator of spinal cord stem cell proliferation and astrocytic differentiation. Indeed, OSM reduced neurosphere cell proliferation and increased p-STAT3, OSMR and GFAP. OSM also reduced the fraction of OLIG1^+^ oligodendrocytic cells during differentiation. These results are consistent with the role of OSM/OSMR in other contexts. In brain, OSM reduces the proliferation of neural stem cells in vitro and their number in vivo [49] while promoting their astrocytic differentiation [69]. Besides, in various models OSM can induce both p-STAT3 and SOCS3 [70], a protein limiting STAT3 signaling and which is one of the top 10 gene upregulated after SCI (Table 1).

What triggers Osmr expression in ependymal cells after SCI? We found that OSM is a very potent inducer of Osmr expression in neurosphere cells. Transcriptomics databases revealed that Osm is almost exclusively expressed by microglia and its expression is rapidly and strongly increased after injury in brain (×20, [71]) and in spinal cord (×100 [72], ×20 [51], ×3 [52], ×5–10 this study). In vitro we found that a widely-used microglial cell line (BV-2) can upregulate OSMR in spinal cord neurospheres. Whereas this cell line presents some limitations [55,56], it expresses Osm gene at a comparable level to primary microglial cell cultures [55] and we detected production of OSM by these cells. We also observed close interactions between microglia and ependymal cells in vivo. Altogether, this suggests that microglia-derived OSM appears as a good candidate to induce OSMR expression in ependymal cells. Microglia could also contribute to spinal ependymal cell differentiation towards astrocytes in vivo as observed with brain stem cells [73,74] and as found in this study using spinal cord neurosphere cells. Nevertheless, we also observed that OSMR expression can be triggered by other cytokines such as LIF or CNTF that are expressed by reactive astrocytes in SCI [75] and literature shows that lipids such as prostaglandin E2 also increase OSMR [76]. Thus, in addition to OSM and microglia, several molecules and reactive astrocytes may also contribute to increasing OSMR expression in ependymal cells after injury which merits further investigation.

What is the significance of OSMR upregulation in spinal cord ependymal cells during injury? In vitro, we found that exposure of growing spinal cord neurosphere cells to OSM induced a sharp OSMR expression concomitantly with an astrocytic differentiation of these cells as evidenced by the expression of GFAP and p-STAT3. Also, addition of OSM during the neurosphere differentiation phase reduced the formation of oligodendrocyte cells. Thus, the observed upregulation of OSMR, GFAP and p-STAT3 in ependymal cells in vivo are suggestive of their commitment towards astrocytic differentiation may be at the expense of oligodendrocyte lineage cells.

How to reconcile the antiproliferative effect of OSM/OSMR signaling on ependymal cells we observed in vitro, together with its massive upregulation in these cells during the proliferation phase following SCI? It is possible that growth factors, yet to be identified, can trigger OSMR^+^ ependymal cells proliferation in vivo. Alternatively, a different temporal regulation of ERK and STAT3 pathways could successively induce proliferation then differentiation of ependymal cells.

One limitation of our study is that considering the cellular heterogeneity present in the ependymal region, the gene variations we identified may only apply to some cell subpopulations. Indeed, Crym, the top upregulated gene we detected after SCI in the ependymal region, was also recently identified in SCI through a single cell RNA seq approach [52]. In this contusion model of SCI, Crym was specifically upregulated in a new subpopulation of cells derived from ependymal cells called astroependymal cells. Another limitation is the use of in vitro models to study the role of oncostatin and microglial cells on the astrogenesis of spinal cord ependymal cells. Additional work performed in vivo with a targeted reduction of oncostatin in microglial cells is needed to validate the importance of these cells and this pathway in mediating the astrogenesis observed in ependymal cells following injury.

## 5. Conclusions

It remains unanswered why, compared to zebrafish, mammal ependymal cells generate mainly astrocytes, few oligodendrocytes, and no neurons after SCI. This could be due to astrocytic-fate determining factors expressed by these cells prior to injury such as SOX9 or NFIA transcription factors [6] or by structural proteins in the environment such as myelin basic protein [77]. In addition and reminiscent of the zebrafish situation [78], here we found evidence that their fate could be influenced by inflammatory cytokines provided by the environment, possibly microglia. Collectively, this work constitutes a molecular resource to further study ependymal cell response after SCI. This resource also sheds light on genes that are poorly annotated such as Tchh, Rgs20, and Gbp3 and which are highly deregulated during SCI in ependymal cells.

## Figures and Tables

**Figure 3:**
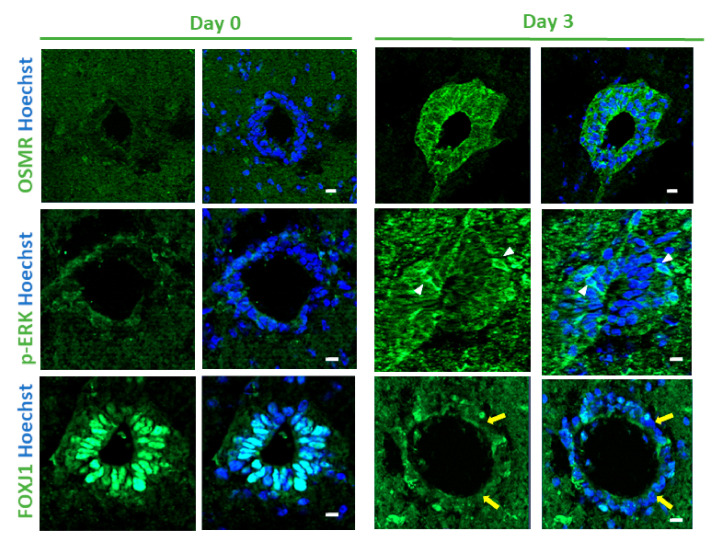
Spinal cord organotypic slice cultures. Immunofluorescences for indicated proteins performed on spinal cord slices after collection (Day 0) and after 3 days in culture (Day 3). White arrowheads and yellow arrows show examples of positive and negative cells respectively. These images are representative of 3 independent experiments. (*n* = 4 animals, 5 sections examined per culture). Scale bars = 10 µm.

**Figure 4:**
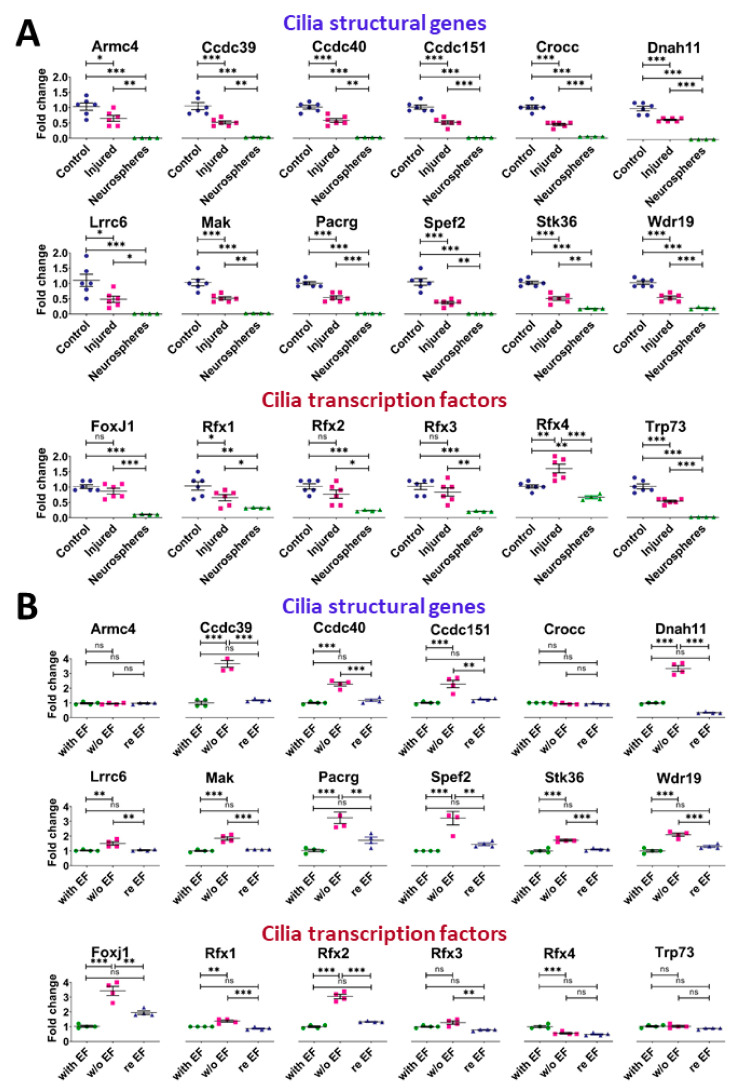
Cilia gene expression is affected by SCI and culture conditions. (**A**): Microarray quantifications of indicated genes in control vs injured spinal cord ependyma and growing spinal cord neurospheres (*n* = 6 for spinal cords and *n* = 4 for neurosphere cultures). Tests = one way ANOVA with Tukey post-hoc tests. Values represent fold changes compared to control spinal cords. (**B**): Microarray quantifications of indicated genes in neurospheres cultured in 3 conditions (*n* = 4 for each conditions): with EF (i.e., growing with EGF and FGF2), w/o EF (i.e., differentiated by removing EGF and FGF2), and re EF (reintroduction of EGF and FGF2 for 3 days after the differentiation step). Tests = one way ANOVA with Tukey post-hoc tests. Values represent fold change compared to neurospheres in the growing condition. ***, *p* < 0.001; **, *p* < 0.01; *, *p* ≤ 0.05. n.s. = not significant.

**Figure 5:**
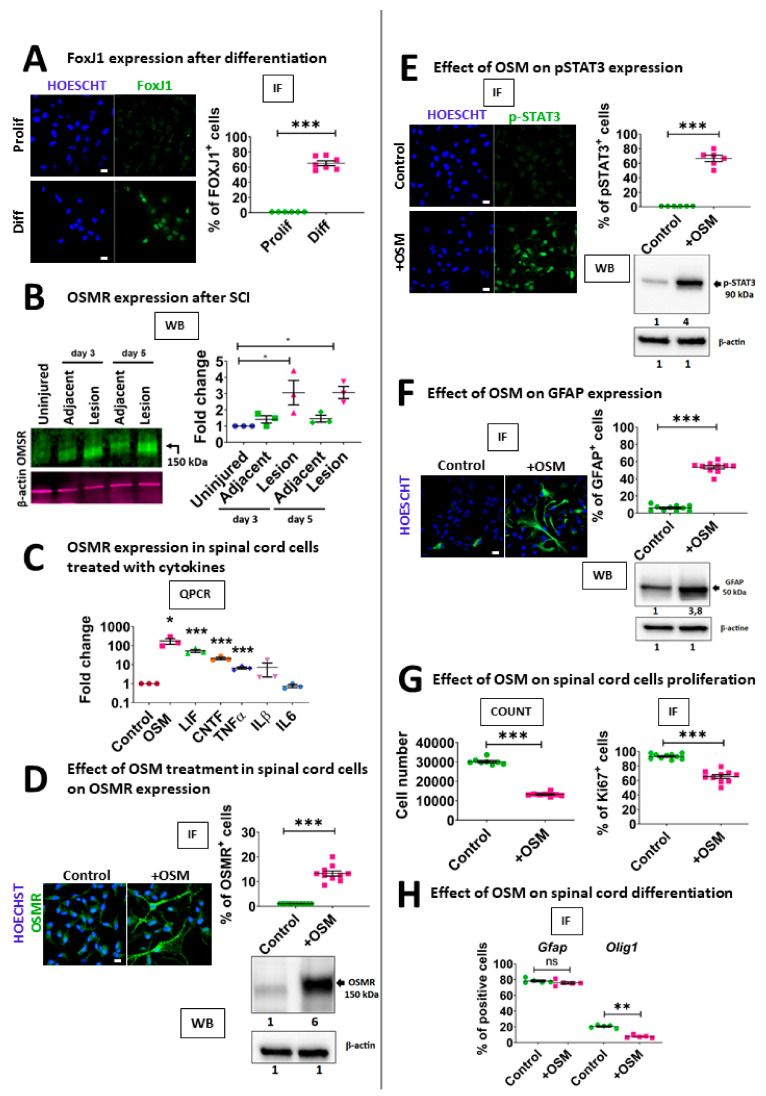
OSM affects OSMR expression, neurosphere growth and differentiation. (**A**): Left-hand images: immunofluorescences for FOXJ1 in spinal cord neurosphere cells cultured in proliferation (with growth factors) or differentiation (without growth factors) conditions. Scale bar = 10 µm. Right panels: immunofluorescence quantification (*n* = 7 fields). (**B**): Left-hand panel: WB for OSMR on proteins extracted from control and injured total spinal cord (3 and 5 days post injury). Proteins were extracted from spinal cord segments containing and adjacent to the lesion site. β-actin was used for normalization. Right-hand panel: WB quantification. Values represent fold change compared to uninjured spinal cord protein extracts. Tests = one way ANOVA with Tukey post-hoc tests. *n* = 3 independent experiments. (**C**): QPCR for Osmr RNA in growing spinal cord neurospheres treated for 3 days with indicated cytokines. Values represent fold change compared to untreated neurospheres. Statistical tests were performed with Bootstratio [23] compared to non-treated neurospheres. *n* = 3 independent experiments. (**D**): Left-hand panels: immunofluorescences for OSMR in control or OSM-treated spinal cord neurosphere cells. Scale-bar = 10 µm. Right-hand panel: immunofluorescence quantification (*n* = 10 fields). Test = two tailed *t*-test. Lower panel. WB for OSMR on proteins extracted from untreated and OSM-treated neurospheres. Numbers represent quantification (fold change) compared to untreated neurospheres. β-actin was used for normalization. (**E**): Left-hand panels: immunofluorescences for p-STAT3 (phospho-STAT3) in control or OSM-treated spinal cord neurosphere cells. Scale-bar = 10 µm. Right-hand panel: immunofluorescence quantification (*n* = 6 fields). Test = two tailed *t*-test. Lower panel. WB for p-STAT3 on proteins extracted from untreated and OSM-treated neurospheres. Numbers represent quantification (fold change) compared to untreated neurospheres. β-actin is used for normalization. (**F**): Left panels: Immunofluorescence for GFAP in untreated and OSM-treated neurosphere cell cultures. Right-hand panel: immunofluorescence quantification (*n* = 10 fields). Test = two tailed *t*-test. Lower panel: WB for GFAP on proteins extracted from untreated and OSM-treated neurospheres. Numbers represent quantification (fold change) compared to untreated neurospheres. β-actin is used for normalization. (**G**): Effect of OSM on neurosphere growth. Left-hand panel: Diagram shows the number of cells obtained in untreated and OSM-treated neurospheres 6 days after seeding (*n* = 8 wells). Test = two tailed *t*-test. Right-hand panel: Diagram shows the % of MKI67^+^ cells obtained in untreated and OSM-treated cell cultures (*n* = 10 fields). Test = two tailed *t*-test. (**H**): Effect of OSM on spinal cord stem cell differentiation. Diagram shows the % of GFAP^+^ and OLIG1^+^ cells, 4 days after differentiation in untreated and OSM-treated cell cultures. Tests = Mann-Whitney tests, *n* = 5 independent experiments. ***, *p* < 0.001; **, *p* < 0.01; *, *p* ≤ 0.05. n.s. = not significant. IF = immunofluorescence.

**Figure 6:**
Microglia upregulate OSMR expression in spinal cord neurosphere cells. (**A**): QPCR for indicated cytokines in RNA extracted in sham-operated and injured spinal cord (3 days after SCI). *n* = 3 independent experiments. Numbers indicate the fold change compared to sham-operated spinal cords. Statistical tests were performed with Bootstratio (Clèries et al., 2012) compared to control spinal cords. (**B**): Immunofluorescences for GFP performed in CX3CR1^+/GFP^ mice to reveal microglia (green) associated with ependymal cells. White arrowheads and arrows show microglia somas and processes respectively, close or within the ependymal cell layer. Scale bars = 10 µm. (**C**): Left-hand panel: detection of the OSM cytokine in the supernatant of BV-2 microglial cell culture by ELISA (*n* = 4 independent experiments). Right-hand panel: detection of indicated cytokines in BV-2 microglia by QPCR (*n* = 3 independent experiments). (**D**): Influence of BV-2 cells on OSMR expression in spinal cord neurosphere cells. Left-hand panel: QPCR for OSMR. RNA were extracted from GFP^+^ spinal cord neurosphere cells cultured without (control) and with BV-2 cells. Values represent fold change compared to control neurospheres. Statistical test was performed with Bootstratio (Clèries et al., 2012) compared to control neurospheres. *n* = 3 independent experiments. Lower panel: Immunofluorescences for OSMR in GFP^+^ spinal cord neurosphere cells cultured without (control) or with BV-2 microglia. Scale bars = 10 µm. Right-hand panel: Quantification of immunofluorescences (*n* = 6 fields). test= two tailed *t*-test. (**E**): Influence of BV-2 cells on GFAP expression in spinal cord neurosphere cells. Left-hand panel: QPCR for GFAP. RNA were extracted from spinal cord neurosphere cells cultured without (control) and with BV-2 cells. Values represent fold change compared to control neurospheres. Statistical test was performed with Bootstratio (Clèries et al., 2012) compared to control neurospheres. *n* = 3 independent experiments. Lower panel: Immunofluorescences for GFAP in GFP^+^ spinal cord neurosphere cells cultured without (control) or with BV-2 microglia. Scale bars = 10 µm. Right-hand panel: Quantification of immunofluorescences (*n* = 10 fields). test= two tailed *t*-test. ***, *p* < 0.001; **, *p* < 0.01; *, *p* ≤ 0.05. n.s. = not significant. IF = immunofluorescence.

**Table 1:** Main post injury up- and downregulated genes.

**Fold Change > 10**				
**Gene Symbol**	**Description**	**Fold Change**	***p*-Value**	**FDR**
*Crym*	crystallin. mu	33.3	1.6 × 10^−8^	2.5 × 10^−5^
*Osmr*	oncostatin M receptor	30.3	2.6 × 10^−10^	1.7 × 10^−6^
*Rbp1*	retinol binding protein 1. cellular	28.8	1.8 × 10^−7^	0.0001
*Nupr1*	nuclear protein transcription regulator 1	26	2.2 × 10^−6^	0.0006
*Thbs2*	thrombospondin 2	25.8	3.8 × 10^−12^	5.6 × 10^−8^
*Ecm1*	extracellular matrix protein 1	24.1	4.5 × 10^−10^	2.2 × 10^−6^
*Ifi202b*	interferon activated gene 202B;	22.8	2.6 × 10^−7^	0.0001
*Cebpd*	CCAAT/enhancer binding protein (C/EBP). delta	15.4	1.0 × 10^−5^	0.0017
*Timp1*	tissue inhibitor of metalloproteinase 1	15.3	8.1 × 10^−10^	2.7 × 10^−6^
*Socs3*	suppressor of cytokine signaling 3	14.4	5.1 × 10^−8^	5.2 × 10^−5^
*Olfml3*	olfactomedin-like 3	13.3	1.7 × 10^−10^	1.3 × 10^−6^
*Gfap*	glial fibrillary acidic protein	12.9	9.8 × 10^−7^	0.0004
*Fos*	FBJ osteosarcoma oncogene	12.7	1.1 × 10^−7^	8.4 × 10^−5^
*Etv5*	ets variant 5	12.6	3.1 × 10^−10^	1.8 × 10^−6^
*Serping1*	serine peptidase inhibitor. clade G. member 1	12.2	9.6 × 10^−9^	1.8 × 10^−5^
*Ptx3*	pentraxin related gene	12.2	9.4 × 10^−7^	0.0004
*Fgfrl1*	fibroblast growth factor receptor-like 1	11.9	5.5 × 10^−8^	5.5 × 10^−5^
*Vcan*	versican	11.6	2.9 × 10^−5^	0.003
*S100a6*	S100 calcium binding protein A6 (calcyclin)	11.3	0.0006	0.0265
*Serpina3n*	serine peptidase inhibitor. clade A. member 3N	11.3	4.2 × 10^−9^	1.1 × 10^−5^
*Gm42151*	predicted gene. 42151	11.1	8.2 × 10^−10^	2.7 × 10^−6^
*Lgals1*	lectin. galactose binding. soluble 1	11.1	2.0 × 10^−6^	0.0006
*Fgl2*	fibrinogen-like protein 2	10.7	1.4 × 10^−8^	2.2 10^−5^
*Gbp3*	guanylate binding protein 3	10.1	0.017	0.23
**Fold Change < −4**				
**Gene Symbol**	**Description**	**Fold Change**	***p*-Val** **ue**	**FDR**
*Acta1*	actin. alpha 1. skeletal muscle	−21.2	0.035	0.35
*Pcsk2*	proprotein convertase subtilisin/kexin type 2	−7.4	1.3 × 10^−6^	0.0004
*Snca*	synuclein. alpha	−5.8	0.0009	0.036
*Myh1*	myosin. heavy polypeptide 1. skeletal muscle. adult	−5.3	0.007	0.13
*Snca*	synuclein. alpha	−5.2	0.018	0.24
*Tchh*	trichohyalin	−4.7	0.0005	0.027
*Myh1*	myosin. heavy polypeptide 1. skeletal muscle. adult	−4.7	0.007	0.137
*Chd3os*	chromodomain helicase DNA binding protein 3. opposite strand	−4.6	1.5 × 10^−5^	0.0021
*Mb*	myoglobin	−4.6	0.0001	0.008
*Sema5a*	Semaphorin 5A	−4.4	0.015	0.22
*Snhg11*	small nucleolar RNA host gene 11	−4.4	0.006	0.11
*Ccdc108*	coiled-coil domain containing 108	−4.2	3.5 × 10^−6^	0.0008
*Tnni2*	troponin I. skeletal. fast 2	−4.1	0.02	0.254
*Plppr4*	phospholipid phosphatase related 4	−4.1	3.3 × 10^−5^	0.004
*Clstn2*	calsyntenin 2	−4.1	0.002	0.05
*Tnni3*	troponin I. cardiac 3	−4.0	6.6 × 10^−5^	0.006
*Acsl3*	acyl-CoA synthetase long-chain family member 3	−4.0	0.019	0.25

## Data Availability

The transcriptomic raw data that support the findings of this study are openly available at the functional genomics data Gene Expression Omnibus (GEO: GSE149669).

## Supplementary Materials

The following are available online at www.mdpi.com/article/10.3390/cells10123332/s1, Figure S1: Transcriptome data analysis. Figure S2: OSM expression in normal and injured CNS. Figure S3: Database images of microglia around the spinal cord central canal region. Table S1: detailed analysis of the RNA profiles of ependyma cells before and after SCI. Table S2: primers and antibodies used in the study.

How the deposited data were processed for this re-analysis (not part of the article)

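The deposited data are 24 expression arrays. 12 hold RNA of the laser-microdissected central canal region of 6 sham-operated and 6 injured mice, 3 days after surgery, and 12 hold RNA of 4 spinal cord neurosphere cultures growing with EGF and FGF2, after their removal and after their return. The deposited values are log2 signals per probe set that the authors made with RMA, which corrects for background, normalizes the arrays to each other and summarises the probes of a probe set, and the submitters' processing notes name Affymetrix Expression Console 1.2.1 and RMA. The ependymal and the neurosphere arrays are of different types and were normalized apart by the authors. Nothing was done to the values before the analysis apart from leaving out control probe sets. Gene names are those in the annotation tables of the array types, and values refer to a gene's probe set with the highest mean signal over its 12 arrays among those that name 1 gene. No genome build is named for these tables, so no positions are given.

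Groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, over all probe sets that are not controls, with Benjamini-Hochberg adjustment and a two-sided threshold of 0.05. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Sham and injured mice are different animals, so their fit had no block, and the 3 groups of neurosphere arrays shared a single fit. The comparisons of neurospheres were without against with growth factors, returned against without, and returned against with. The study's thresholds, an unadjusted p of at most 0.05 and a fold change of at least 2, were applied to genes with at least 1 such probe set. Over replicate numbers, the correlation of the same-numbered sham and injured arrays, with group means taken out, was 0.425 to 0.786, and -0.575 to 0.105 once the means of the 3 sets of arrays were taken out as well. It was 0.312 to 0.391 between neurospheres with and without growth factors, 0.275 to 0.359 between those without and with returned factors, and 0.160 to 0.306 between those with and with returned factors. A fit with the replicate number as a block was run as an alternative for all comparisons. For sham and injured arrays the same number joins different mice, which did not resemble each other beyond their set. There the replicate block stands in for the set of arrays and gives no separate support.

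The 34 gene lists were fixed in advance, as were the comparisons, the tests and the alternatives, unless stated otherwise. They hold genes of motile cilia, intraflagellar transport and the Bardet-Biedl complex, mitosis, DNA replication, extracellular matrix, STAT3 and ERK/MAPK signalling, IL-6 family cytokines, astrocytes, reactive astrocytes, complement, interferon and antigen presentation, S100 proteins, voltage-gated potassium channels, neural stem cells, cholesterol synthesis, neurons, neurons that contact the cerebrospinal fluid, skeletal muscle, microglia and macrophages, resting microglia, oligodendrocytes and their precursors, endothelium, pericytes and smooth muscle, fibroblasts, neutrophils and erythroid cells. The study's own lists of cilia genes, cilium transcription factors, ependymal and astrocyte markers, cell cycle genes and matrix genes are among them. Of these, the ependymal, astrocyte, cell cycle and matrix lists hold genes that the study reports as changed on these arrays. The mean log2 signal of a list per array was compared by an exact two-sided permutation test, adjusted over the lists, and the lists were also tested with camera (preset correlation 0.01, or an estimated one) and fry. Genes named in the text were taken from those that the paper names for the arrays, whose values in the paper had been seen, the 10 largest changes in each direction among genes that passed and whose groups did not overlap, up to 4 members of each list with the smallest p among those that passed (up to 2 where none did), and the receptor, astrocyte and lineage genes Osm, Osmr, Il6st, Lifr, Gfap, Olig1, Olig2 and Foxj1. Osm is reported for neurospheres, and for the ependymal arrays it was not analysed here. H2-D1, Ngp, Ctss and Lyz2 lie outside this rule and were named after their values had been seen.

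The alternatives were centring each array on its median, quantile normalization of the 12 arrays, leaving out probe sets with less than the median signal, eBayes with trend and robust, no moderation, array weights, the replicate block, leaving out each array in turn, the mean of all probe sets of a gene, a fit of only the 2 groups compared, adjusted in place of unadjusted p, only the brightest probe set, a one-way test on linear values of sham and injured arrays, or of the 3 neurosphere groups with Tukey's comparison (the legend of Figure 4 names a one-way test with Tukey's comparison, with neurospheres as a further group beside sham and injured), and camera with an estimated correlation. Added after the values had been seen were the set of arrays as a block, fits within each set, averages of the 2 arrays of a group and set, fits without the 4 arrays with the highest muscle signal, which leaves no sham array in the second of the 3 sets, also with the set block, group means by Tukey's biweight, and the probe set with the largest fold change. Tests against other splits of the arrays drew at most 100 splits, correlations used 100000 permutations, and 20 simulations of the neurosphere comparisons drew arrays with no effect.

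The limma comparison was tested on simulated data made from these arrays with known changes added. In simulated ependymal arrays it called 13.4%, 58.2% and 84.8% of probe sets changed by 0.5, 1 and 2 log2, with 2.80% false among its calls. In simulated neurosphere arrays it called 43.3%, 88.1% and 100%, with 3.14% false. The noise was drawn for each probe set on its own, without the 3 sets of arrays or correlated genes. These shares therefore may not hold for the real arrays. Array signals carry no counts, so that precision is set by the 6 or 4 arrays of a group. The RNA integrity controls of the neurosphere arrays and the later sheets of the paper's Table S1 were not used here. Immunofluorescence, slice cultures and the oncostatin treatments of the study were not analysed here.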

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

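The tests on the 3 sets of arrays, on skeletal muscle and on microglia, macrophage and neutrophil genes in this part were chosen after the results had been seen, while that of mitosis genes after quantile normalization was written before its result.

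Among genes named in the text, single arrays stood apart from the rest of their group by Dixon's test in 12 of 336 groups of values, or 3.57%, where chance gives about 5%. Injured replicate 6 accounted for 4 and sham replicate 6 for 3 of these. Sham replicate 6 had the highest signal of its group for Osmr, 7.16 log2 (others 5.30 to 5.92), and for Ecm1, 6.02 log2 (others 4.81 to 5.22), and the lowest for Ccdc153, 10.48 log2 (others 10.94 to 11.15). Injured replicate 6 had the highest for the muscle genes Acta1, 10.25 log2 (others 4.90 to 6.18), and Mb, 7.15 log2 (others 6.37 to 6.65), and the lowest for Wdr35, 8.68 log2 (others 9.04 to 9.23), and Matn4, 4.68 log2 (others 4.91 to 5.04). Ifi202b was highest in injured replicate 1, 9.10 log2 (others 7.29 to 7.93), Ttll9 lowest in injured replicate 3, 4.60 log2 (others 5.48 to 5.95), and Dnah11 highest in injured replicate 2, 9.46 log2 (others 9.08 to 9.20). In neurospheres, Rfx4 was highest in replicate 2 without growth factors, 8.83 log2 (others 8.42 to 8.46), and Gfap lowest in replicate 4 after their return, 4.98 log2 (others 5.67 to 5.78).

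The paper reports the neurosphere arrays for cilia genes, and other genes also moved in them when growth factors were removed. Osmr rose by 4.77 log2, from 3.78 ± 0.03 to 8.55 ± 0.37 (SD, n = 4, adjusted p = 1.2e-08 by limma), and Gfap rose by 4.06 log2, from 4.54 ± 0.32 to 8.60 ± 0.73 (adjusted p = 1.4e-06). Olig2, a transcription factor of the oligodendrocyte lineage, fell by 2.13 log2, from 10.57 ± 0.15 to 8.43 ± 0.37 (adjusted p = 3.7e-06). For each of these genes the 4 arrays without growth factors lay apart from the 4 with them.

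The 12 ependymal arrays fell into 3 sets of 2 sham and 2 injured arrays. Of the variance within groups, a median share of 0.804 per probe set lay between these sets, and 0.716 with arrays centred on their medians. Sets fixed beforehand that differ in nothing would give a share of 0.2 on average. These sets were found by clustering the same arrays, so part of the higher share is built in. After quantile normalization the share was still 0.667, which argues against different overall value distributions, as from normalization of each set apart, as the only source. What the sets stand for, such as a day of dissection, RNA quality or amplification, is not given in the sources used here and stays open, and no biological explanation was tested. Each set holds both groups, so that injury and set can be told apart, except without the 4 arrays with the highest muscle signal, which leaves no sham array in the second set.

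Skeletal muscle genes had lower means after injury and differed widely between arrays, with a list mean of 6.96, 6.88 and 7.89 log2 in sham replicates 3, 4 and 6, 6.67 in injured replicate 6 and 4.83 to 5.66 in the others. With group means taken out, Acta1 followed the mean of the other muscle genes over the 12 arrays (Pearson r = 0.920, permutation p = 3.0e-05, adjusted p = 9.0e-05 over 3 relations, Spearman rho = 0.888, p = 2.5e-04, r = 0.884 without the 2 farthest arrays and 0.894, p = 1.5e-04, with the means of the sets taken out). This is consistent with muscle tissue carried into single dissected samples, for which a candidate source is the muscle around the spine, though laser microdissection of the central canal region would leave such muscle out, the paper describes Acta1 as enriched in ependymal cells too, and the list includes Acta1, Mb, Myh1 and Tnni2, which the study picked from these arrays, with the highest signal of the list at Myh1, 8.98 ± 1.19 log2 in sham mice (SD, n = 6). Both injured arrays lay below both sham arrays in 2 of the 3 sets, with injured replicate 6 the exception, and the list's mean was lower in each set (-0.48, -2.02 and -0.74 log2), so that a fall that injury brings about stays open, as does a smaller share of such tissue in the injured samples, on which no test bears. The same sham replicates 3, 4 and 6 had higher means than the other sham arrays for neutrophil (10.69 to 11.26 against 5.15 to 7.20 log2), erythroid (8.76 to 9.64 against 5.92 to 6.57), microglia and macrophage (7.41 to 7.86 against 5.98 to 6.04) and mitosis genes (5.96 to 6.50 against 4.78 to 5.27).

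The mean of the mitosis genes differed between injured and sham arrays by 1.63, 0.19 and 0.97 log2 in the 3 sets, a range of 1.44, and that of the microglia and macrophage genes by 1.55, -0.02 and 0.48. The range for mitosis was 1.38 after quantile normalization, which argues against overall value distributions as the source. With group means taken out, the mitosis mean and the mean of 26 microglia and macrophage genes, 3 of them also on the complement list, had a Pearson r of 0.805 (permutation p = 0.0019, adjusted p = 0.0028, Spearman rho = 0.769, p = 0.0048, r = 0.682 without the 2 farthest arrays and 0.918, p = 5.0e-05, with the means of the sets taken out), which is consistent with a share of dividing microglia or macrophages that varies between arrays as a candidate source, the highest signals of their list being those of Ctss, 10.85 ± 0.18 log2 in sham and 11.14 ± 0.47 in injured mice, and Lyz2, 9.57 ± 2.75 and 11.39 ± 0.13 (SD, n = 6). For 10 neutrophil genes, 3 of them also on the S100 or STAT3 lists, r was 0.463 (permutation p = 0.13, adjusted p = 0.13, Spearman rho = 0.496, p = 0.10, r = 0.538 without the 2 farthest arrays and 0.651, p = 0.018, with the means of the sets taken out), between the values that would speak for and against white blood or marrow cells, whose marker with the highest signal, Ngp, was at 9.99 ± 3.19 log2 in sham and 9.00 ± 2.93 in injured mice (SD, n = 6). A different extent of proliferation in the ependymal cells themselves and differences between the sets in the injury were not tested and stay open as well. Sham replicates 3, 4 and 6, high in muscle genes, lay above the other sham arrays in all 3 of these lists. Ctss varied little between sham arrays, while Lyz2 varied nearly as widely as the neutrophil gene Ngp. The correlations therefore cannot tell microglia or macrophages from white blood or marrow cells as the source.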

How the results depend on the processing

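The set of arrays as a block, fits within the sets, averages of the 2 arrays of a group and set, fits without the 4 arrays with the highest muscle signal, biweight means and the probe set with the largest fold were chosen after the results had been seen. Over all alternatives, 4997 values of single genes and lists and 844 counts kept their direction and their side of the threshold, or with no test stayed near the reported value, 251 values no longer passed, 75 newly passed, 19 changed sign, and 62 values and 72 counts moved further. The replicate block changed no call of a named gene or list beyond those printed with the results. Unless an alternative's construction shows it (fewer arrays or permutations), the cause of a change was not tested.

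All changed signs were of values that did not pass. The log2 difference of Col12a1 was -0.00235 with centred arrays, -0.00395 with quantile normalization, -0.0122 without the 4 muscle-rich arrays and -0.0828 to 0.0987 with 1 array left out. That of Foxj1 was 0.0858 without the muscle-rich arrays, and that of Trp73 on growth factor removal -0.0920 to 0.0394 with 1 array left out. After the return, against cultures without growth factors, the study's matrix list differed by 0.00682 and the STAT3 list by 0.0466 with centred arrays, the latter by -0.0668 to 0.0132 with 1 array left out, and against growing cultures the ependymal markers differed by -0.0797 to 0.0397.

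Over all probe sets, where limma called 860 higher and 540 lower after injury, quantile normalization gave 1038 lower, the replicate block 3146 higher and 3752 lower, the set block 3972 higher and 4402 lower, averaged arrays 1363 higher and 1952 lower, the 3 sets apart 2202 higher and 2111 lower, 1432 lower, and 101 higher and 21 lower, and leaving out the muscle-rich arrays, and so every sham array of the second set, 562 higher, or 3248 higher and 2935 lower with the set block. At the study's thresholds, the second set alone gave 687 lower, the third 768 higher, leaving out the muscle-rich arrays 993 lower, or 638 higher with the set block, and an adjusted p 187 lower. With 1 array left out, 625 to 886 probe sets were higher and 364 to 615 lower.

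Of the study's cilia genes, 11 were lower after injury with the replicate block, with the set block, and with the set block without the muscle-rich arrays. Of its transcription factors, 0 were higher with centred arrays, no moderation, averaged arrays or without the muscle-rich arrays (with or without the set block) and 0 to 1 with 1 array left out, 2 were lower with quantile normalization, averaged arrays or the one-way test, 3 with either block or with the set block without the muscle-rich arrays, and 0 with the mean of all probe sets. Between returned and growing cultures, 1 cilia gene was higher with array weights or only the 2 groups (0 to 1 with 1 array left out), 1 transcription factor was higher with quantile normalization or the one-way test (1 to 2 with 1 left out), and 2 were lower with array weights, the mean of all probe sets or only the 2 groups (1 to 2 with 1 left out).

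Of the gene lists after injury, camera with an estimated correlation called 7 higher and 3 lower, and the permutation test with the replicate block 8 lower. With averaged arrays and with the set block without the muscle-rich arrays it called 0 higher and 0 lower, since the smallest adjusted p it allowed was 0.35 and 0.14. For growth factor removal the estimated correlation gave 1 higher and 0 lower, for the return 3 lower, and for returned against growing cultures 3 higher and 0 lower. The permutation test with the replicate block called 0 higher and 0 lower for removal and 0 higher and 0 lower for returned against growing cultures, where its permutations are too few for any list to pass. No moderation gives no value for a list, and trend, robust and array weights enter only camera. Signals near the background of an array limit all of these values, and no alternative measured that background.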

Differences from the paper's values

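The folds of the paper are set here beside ratios of mean log2 signals at the probe set with the highest mean signal of a gene. Means by Tukey's biweight and the probe set with the largest fold were tried after the values had been seen. Alone or together they are named as such, and the other settings were fixed before the data were examined.

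Of genes over 20-fold the paper reports 1 lower and 0 was found, as under all settings fixed before, while biweight means, chosen after seeing the values, give 1, Acta1. The paper reports 12 selected cilia genes lower after injury, by a one-way test with Tukey's comparison. All 11 measured here were lower when adjusted over the list alone. With a p adjusted over all probe sets, a stricter threshold than the paper's, 7 of the 11 passed. This count was within 1.5 times the paper's with centred arrays (9), quantile normalization (9), dim probe sets left out (8), the replicate block (11), the mean of all probe sets (8), a one-way test of the 2 groups (10), and without sham replicate 4 (8), sham replicate 6 (8) or injured replicate 2 (9). It was not with trend and robust (7), no moderation (7), array weights (7) or any other array left out.

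For Gfap the paper's fold is 12.9 and the fold here 6.75. Of the settings fixed before, array weights (9.49) and the mean of all probe sets (8.50) came nearest to the paper's fold. Leaving out sham replicate 2 (7.83), sham replicate 1 (7.36), injured replicate 4 (7.34), sham replicate 6 (7.24) or injured replicate 6 (7.03) came next. The other settings fixed before gave at most 6.91. For Nupr1 the paper's fold is 26 and the fold here 7.94, and of the settings fixed before the mean of all probe sets (13.1) came nearest. For Aldoc the paper's is 3.1 and the fold here 1.57, again with the mean of all probe sets (2.07) nearest. The folds of the following genes also stayed smaller in size than the paper's under all settings fixed before. With the mean of all probe sets, the nearest of these settings for Thbs2, Fgfrl1 and Acsl3, their folds were 15.7, 7.44 and -2.25. The paper's fold is 25.8 for Thbs2 (9.35 here), 22.8 for Ifi202b (8.66 here), 11.9 for Fgfrl1 (5.67 here), 7 for Clcf1 (1.10 here), -4.4 for Sema5a (-1.63 here) and -4 for Acsl3 (-1.91 here). Clcf1 lay below the median signal of every ependymal array in both group means, where a change may go unseen.

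At the probe set with the largest fold, chosen after seeing the values, the folds are 12.4 for Gfap, 21.7 for Nupr1, 26.4 for Thbs2, 9.77 for Fgfrl1, 2.75 for Aldoc and -2.99 for Acsl3. With biweight means at that probe set, chosen after seeing the values as well, they are 12.9, 26.0, 25.8, 11.9, 3.08 and -4.03, and -4.41 for Sema5a, while Ifi202b and Clcf1, with 1 probe set each, still differ with biweight means (7.10 and 1.08). The first sheet of the paper's Table S1 lists 510 higher and 458 lower genes, of which 843 have a probe set here. For 760 of these a probe set gave the listed p within 2% or 5e-05. Of these, the listed fold was met within 5% by 756 with biweight means and by 312 with arithmetic means. With biweight means 421 listed higher and 357 listed lower genes pass the study's thresholds, the others being dropped, and 377 and 296 with arithmetic means.

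The paper states that Myc and several cyclins rose after injury. Of the 6 genes it names 5 were measured here, and of these Myc and Ccnd1 rose. Ccnd2 was lower, at -0.88 log2 (adjusted p = 0.0012), and lower under all settings run. Ccna2 (2.18-fold, unadjusted p = 0.029) and Ccnb2 (2.47-fold, 0.017) meet the thresholds the study used, with an adjusted p of 0.32 and 0.23. Both passed the adjusted threshold only without the 4 arrays with the highest muscle signal, with or without the set block, a setting chosen after seeing the values that loses Aldh1l1, Aldoc, Ccdc39, Col14a1, Nupr1, Odf3b, Rfx4, Vcan and Vtn without the block and Rfx4 and Vtn with it among genes the paper and the text name. Of the matrix genes that the paper names as higher, Col12a1 had a log2 difference of 0.01 (adjusted p = 1) and passed under no setting. Its mean signal in both groups lay below the lower quartile of every ependymal array (3.96 to 4.41 log2), where a change may go unseen. Col8a1 (2.75-fold, unadjusted p = 0.010, adjusted p = 0.17) and Col11a1 (3.30-fold, 0.0027 and 0.071) meet the study's thresholds, and both pass the adjusted threshold with quantile normalization, with the mean of all probe sets, and with the replicate block, as Col11a1 does with dim probe sets left out (0.040), with array weights (0.032), and without sham replicate 6 or injured replicate 3 or 4. With the set block (also without the muscle-rich arrays) and with averaged arrays, chosen after seeing the values, both pass too, and among the genes that the paper and the text name the set block drops none and averaging drops Aldoc, Ccdc40, Nupr1 and Rfx4.

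The paper states that Rfx1 was lower after injury. It had a log2 difference of -0.73 (unadjusted p = 0.021, adjusted p = 0.26), passed by a one-way test of the 2 groups, with quantile normalization and with the replicate block, and with settings chosen after seeing the values, the set block, with or without the muscle-rich arrays, and averaged arrays (0.040). The paper calls Rgs20 highly deregulated after injury. Its log2 difference was 0.13 (adjusted p = 1) at the probe set with the highest mean signal, and 0.78 (adjusted p = 0.0093) at the other, while Tchh and Gbp3, named with it, differed by -1.88 (adjusted p = 0.022) and 2.18 (adjusted p = 0.23). Tnni2, which the paper lists as lower, had a log2 difference of -1.55 (unadjusted p = 0.11, adjusted p = 0.66), and another probe set of it gave -1.78 (adjusted p = 0.25).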

Other observations

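The values with the set of arrays as a block and within the 3 sets were chosen after the results had been seen. The same holds for values without the 4 arrays with the highest muscle signal and for the naming of H2-D1. It also holds for the check on genes outside the cilia, ciliary transport, mitosis and replication lists. The hypotheses and the tests of other splits in this part were written before.

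Complement genes rose in the ependymal region after injury. Of 15 measured, 7 were higher and 0 lower, or 9 higher and 0 lower when adjusted over the list alone, and their mean rose by 1.07 log2 (exact permutation test, adjusted p = 0.0057, 0.0053 with an estimated correlation, 0.017 with the set block, and 1.26, 0.75 and 1.18 within the 3 sets). C4b, of the classical pathway, rose by 3.24, the protease C1s1 rose by 2.11, and Cfi, which inactivates C3b, rose by 1.41 log2 (adjusted p at most 0.0041 by limma). Of 21 interferon and antigen presentation genes 5 were higher and 0 lower, or 13 higher and 0 lower when adjusted over the list alone. These were the interferon-induced GTPase Gbp2, which rose by 1.75, the transcription factor Irf9, which rose by 1.46, the class I molecules H2-K1, which rose by 1.27, and H2-D1, which rose by 1.12 log2 (adjusted p at most 0.036), with Ifi202b. The mean of this list rose by 1.10 log2 (exact permutation test, adjusted p = 0.0057, or 0.017 with the set block), with an adjusted p = 0.056 with an estimated correlation, and by 1.55, 0.31 and 1.43 within the sets. Of 11 S100 genes 3 were higher, S100a6, which rose by 3.40, S100a10, which rose by 1.97, and S100a16, which rose by 1.59 log2 (adjusted p at most 0.026, or 6 higher and 0 lower when adjusted over the list alone), and the list mean differed by 0.87 (adjusted p = 0.27, 0.030 with the set block, 0.048 with the replicate block, and 1.31, 0.69 and 0.59 within the sets). Without the muscle-rich arrays the interferon list had an adjusted p of 0.064. Other settings end some of these calls, with the adjusted p of Cfi at 0.081 without the muscle-rich arrays, Gbp2 at 0.058 without the muscle-rich arrays, and H2-K1 at 0.066 with averaged arrays. Further calls that end are those of H2-D1 at 0.068 to 0.091 without sham replicate 1, 2, 5 or 6 or injured replicate 1, 2, 5 or 6, 0.086 with no moderation, 0.19 with array weights, 1.00 with the mean of all probe sets and 0.16 with averaged arrays, S100a6 at 0.051 to 0.071 without sham replicate 1, 2 or 5 or injured replicate 3, 4, 5 or 6, 0.053 with arrays centred, 0.079 with no moderation and 0.13 with array weights, and S100a16 at 0.17 without the muscle-rich arrays.

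Among markers of other cell types, those of neurons that contact the cerebrospinal fluid fell and those of pericytes and smooth muscle rose in their means by the permutation test, while the lists of neurons, potassium channels, microglia and macrophages, and resting microglia did not pass. Of 6 markers of the neurons that contact the cerebrospinal fluid 3 were lower, or 0 higher and 5 lower when adjusted over the list alone, the channel Pkd2l1, which fell by 1.18 log2, and the transcription factors Tal1, which fell by 1.32, and Gata3, which fell by 0.90 (adjusted p at most 0.040). Their mean fell by 0.79 log2 (exact permutation test, adjusted p = 0.011, or 0.017 with the set block), with an adjusted p = 0.056 with an estimated correlation. Of 31 neuron markers 2 were lower, or 0 higher and 18 lower when adjusted over the list alone, Syt1, a calcium sensor of synaptic vesicles, which fell by 1.41, and Celf4, an RNA-binding protein, which fell by 0.86 log2, and the mean differed by -1.01 (adjusted p = 0.097, 0.017 with the set block, 0.048 with the replicate block, and 0.24 with an estimated correlation). Of 22 potassium channel genes 1 was lower, Kcnip4 (-0.92 log2, with the same counts when adjusted over the list alone), with a mean difference of -0.34 (adjusted p = 0.27, 0.017 with the set block and 0.048 with the replicate block). Of 8 pericyte and smooth muscle markers 1 was higher, or 2 higher and 0 lower when adjusted over the list alone, Kcnj8, a potassium channel of pericytes, which rose by 3.24 log2, and the mean rose by 0.60 (adjusted p = 0.0057, or 0.017 with the set block), with an adjusted p = 0.24 with an estimated correlation. Of 26 microglia and macrophage genes 7 were higher, with the same counts when adjusted over the list alone, with a mean difference of 0.67 (adjusted p = 0.20, or 0.16 with the set block), among them the membrane protein gene Ms4a6d, which rose by 2.48, and Aif1, a marker of microglia, which rose by 0.84 log2 (adjusted p at most 0.0010). Of 7 genes of resting microglia 0 were higher and 0 lower by limma (0 and 1 at an unadjusted p under 0.05, and 0 and 1 when adjusted over the list alone), with a mean difference of -0.13 (adjusted p = 0.56). Within the 3 sets the mean differences were -0.78, -0.76 and -0.84 log2 for the neurons that contact the fluid, -0.83, -1.21 and -1.0 for neurons, -0.44, -0.31 and -0.28 for potassium channels, 0.79, 0.46 and 0.56 for pericytes and smooth muscle, 1.55, -0.02 and 0.48 for microglia and macrophages and 0.07, -0.13 and -0.33 for resting microglia. With arrays centred the neuron list had an adjusted p of 0.046, and without the muscle-rich arrays the microglia and macrophage list had 0.040 and the pericyte and smooth muscle list 0.11. Calls that end in other settings, by the adjusted p, are those of Pkd2l1 at 0.057 without the muscle-rich arrays, Gata3 at 0.061 to 0.099 without sham replicate 1, 2 or 5 or injured replicate 1, 3, 4, 5 or 6, 0.086 with no moderation and 0.078 with array weights, and Syt1 at 0.053 with no moderation, 0.083 with the mean of all probe sets and 0.11 without the muscle-rich arrays. So do those of Celf4 at 0.061 to 0.091 without sham replicate 1, 2, 3 or 4 or injured replicate 1, 3, 5 or 6, 0.060 with quantile normalization, 0.079 with no moderation and 0.13 without the muscle-rich arrays, and Kcnip4 at 0.055 to 0.12 without sham replicate 1, 2, 4, 5 or 6 or injured replicate 1, 3, 4 or 6, 0.077 with arrays centred, 0.066 with trend and robust, 0.10 with no moderation, 0.093 with array weights, 0.056 with the mean of all probe sets, 0.068 without the muscle-rich arrays and 0.11 at the probe set with the largest fold.

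Of 10 markers of oligodendrocyte precursors 3 were higher, with the same counts when adjusted over the list alone, the transcription factor Olig1, which rose by 2.18, the phosphatase Ptprz1, which rose by 0.80, and Matn4, a matrilin, which rose by 0.58 log2 (adjusted p at most 0.024). Injured replicate 6 was at 4.68 log2 for Matn4 and the other injured arrays at 4.91 to 5.04. Of 18 oligodendrocyte markers 2 were higher, or 3 higher and 0 lower when adjusted over the list alone, Nkx6-2, a transcription factor, which rose by 1.41, and Trf, which encodes transferrin and rose by 2.38 log2 (adjusted p = 0.017 and 0.0045). The 2 lists differed by 0.57 and 0.28 log2 (exact permutation test, adjusted p = 0.061 and 0.35, 0.017 and 0.030 with the set block, 0.048 and 0.048 with the replicate block), and by 0.59, 0.52 and 0.60 and by 0.37, 0.08 and 0.41 within the sets. The precursor list had an adjusted p of 0.011 with arrays centred, 0.0046 with quantile normalization and 0.049 without sham replicate 1 or 2. Of 16 neural stem cell genes 3 were higher, Cd24a (0.42 log2), Sox4 (0.60) and Notch1 (1.01), and 1 was lower, the Notch ligand Dll1 (-1.09), or 6 higher and 1 lower when adjusted over the list alone. The list differed by 0.14 (adjusted p = 0.10, 0.017 with the set block, 0.048 with the replicate block, and 0.03, 0.14 and 0.26 within the sets). By limma, 0 of 17 cholesterol synthesis, 0 of 14 endothelial, 0 of 10 fibroblast, 0 of 10 neutrophil and 0 of 5 erythroid genes were higher and 0 were lower, also when adjusted over each list alone. At an unadjusted p under 0.05 these lists had 0, 1, 0, 0 and 0 higher and 2, 1, 1, 0 and 0 lower members. Their means differed by -0.18, 0.19, 0.11, -0.82 and -0.64 log2 (exact permutation test, adjusted p = 0.47, 0.43, 0.67, 0.64 and 0.47), and within the sets by -0.26, -0.32 and 0.05 for cholesterol synthesis, 0.47, 0.05 and 0.07 for endothelium, 0.57, -0.11 and -0.14 for fibroblasts, 0.82, -0.55 and -2.73 for neutrophils and 0.41, -0.91 and -1.41 for erythroid genes. In other settings these calls do not hold for Olig1 at 0.055 without the muscle-rich arrays, Ptprz1 at 0.052 to 0.054 without sham replicate 3 or 4, 0.11 with arrays centred, 0.063 with averaged arrays, 0.22 without the muscle-rich arrays and 0.095 without the muscle-rich arrays with the set block, and Matn4 at 0.11 with arrays centred, 0.067 with quantile normalization and 0.064 with averaged arrays. The same goes for Nkx6-2 at 0.065 with arrays centred, 0.051 with no moderation and 0.067 with averaged arrays, Trf at 0.061 without the muscle-rich arrays, and Cd24a at 0.20 with arrays centred, 0.057 with averaged arrays and 0.11 without the muscle-rich arrays. It also goes for Sox4 at 0.0504 to 0.055 without sham replicate 5 or injured replicate 1, 0.051 with the mean of all probe sets, 0.060 without the muscle-rich arrays and 0.075 at the probe set with the largest fold, and Notch1 at 0.10 without the muscle-rich arrays.

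When EGF and FGF2 were removed from neurospheres, genes of mitosis and DNA replication fell. Of 35 mitosis genes 35 fell, and their mean fell by 3.54 log2 (exact permutation test, adjusted p = 0.036), and of 26 replication genes 26 fell, with a mean that fell by 2.43 (adjusted p = 0.036), with an adjusted p = 0.052 and 0.052 with an estimated correlation. Mki67, a marker of cycling cells, fell by 4.93 and the mitotic kinase Plk1 fell by 4.71 log2. Of 27 ERK/MAPK targets 19 fell and 3 rose, among them the feedback inhibitor Spry4, which fell by 3.33, and Etv5, which fell by 2.94 log2, and the list mean fell by 1.07 (adjusted p = 0.036), with an adjusted p = 0.11 with an estimated correlation. Cholesterol synthesis genes fell too (14 of 17 lower and 1 higher, mean -0.76 log2, adjusted p = 0.036, and 0.11 with an estimated correlation). In the other direction, astrocyte markers outside the study's choice had a mean rise of 0.92 log2 (17 of 29 higher and 4 lower, adjusted p = 0.036, and 0.082 with an estimated correlation), with the water channel Aqp4, which rose by 4.50, and clusterin, Clu, which rose by 3.78 log2. STAT3 pathway genes had a mean rise of 0.64 log2 (15 of 30 higher and 2 lower, adjusted p = 0.036, and 0.060 with an estimated correlation). Il6st, the gp130 partner of Osmr, rose by 1.59 and Lifr fell by 0.89 log2. Osm was at 3.67 ± 0.17 log2 with and 3.84 ± 0.11 without growth factors (SD, n = 4, adjusted p = 0.47). The cultures without growth factors were also plated and given serum, so that these differences belong to all of these steps. All genes named here apart from Osm had an adjusted p of at most 2.6e-05 by limma.

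After the return of the growth factors, against cultures without them, 35 of 35 mitosis, 26 of 26 replication and 18 of 27 ERK/MAPK genes were higher, with mean differences of 2.66, 1.71 and 1.01 log2 (camera with an estimated correlation, adjusted p = 0.026, 0.031 and 0.049). Mki67 rose by 3.83, Spry4 rose by 2.92 and Etv5 rose by 2.50, while Gfap fell by 3.07 and Osmr fell by 1.11 log2. Osmr was then still 3.66 log2 above its level in cultures that had kept their growth factors, where it was 3.78 ± 0.03 log2 (SD, n = 4), and genes of reactive astrocytes were 0.97 log2 above theirs on average (14 of 31 higher and 0 lower, adjusted p = 0.045, and 0.035 with an estimated correlation). All named genes passed in these comparisons (adjusted p at most 0.0025 by limma). Over all 33 lists measured, 19 were higher and 7 lower on removal, and 14 higher and 7 lower between returned and growing cultures (exact permutation test, adjusted). Camera with an estimated correlation called 1 higher and 0 lower on removal and 3 higher and 0 lower between returned and growing cultures, and the permutation test with the replicate block, where none can pass, called 0 higher and 0 lower in each.

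It was asked whether the genes that injury lowers are held down by growth factors in neurospheres. Of genes that fell after injury, 304 were measured in neurospheres, and on removal of EGF and FGF2 their median log2 change was 0.28 (interquartile range 0.03 to 0.85, 135 higher and 22 lower, fry p = 1.2e-07, and camera p = 0.0036 with an estimated correlation). On their return it was -0.23 (14 higher and 108 lower, fry p = 1.9e-06, and camera p = 0.0027 with an estimated correlation). Over these 304 genes both results go in the direction of the hypothesis. Without members of the cilia, ciliary transport, mitosis and replication lists, 268 genes had medians of 0.23 and -0.19 (camera p = 0.0053 and 0.0045 with an estimated correlation). The second median falls short of the size written beforehand for the return. Cilium genes on none of these lists were not taken out, so whether the hypothesis extends beyond cilia genes cannot be told. The counterpart, that genes raised by injury fall on removal, was not borne out there, with a median change of 0.0644 over 482 genes (155 higher and 128 lower, fry p = 0.0016 for a rise, and camera p = 0.22 with an estimated correlation). On the return, for which the counterpart was not set in advance, their median change was 0.20 (149 higher and 53 lower, fry p = 1.0e-06, and camera p = 0.0051 with an estimated correlation), which is the direction it would need. Removal and return share the arrays without growth factors, so that their changes oppose each other even with no effect. Over all probe sets the correlation of the 2 changes was -0.769, against -0.499 in simulations with no effect and -0.687 with separate arrays without growth factors for each change. Of probe sets called in both, 1808 rose and then fell and 2201 fell and then rose, against 227 and 323 for independent lists, and 983 and 1548 with separate arrays.

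The number of probe sets called was compared with that from other splits of the same arrays. For sham and injured, 3 of 100 splits drawn from 462 called at least the 1400 of the real split, the real one included. The highest of the others called 7842. Arrays of different sets are not alike, so these splits cannot tell chance apart from the sets, and nothing is concluded from them. That highest split has all arrays of the first set on one side and all of the second on the other, and so follows the sets of arrays, which points to the structure of the samples described above. With the set block, 1 of 100 splits within the sets, drawn from 108, called as many as the real 8374, with 1 the highest other. For neurospheres 1 of 35 splits called as many as the real one in each comparison, which was 8667 probe sets on removal (highest other 0), 5178 on return (highest other 2) and 4029 between returned and growing cultures (highest other 1). Same-numbered cultures are correlated, and the 8 splits that part every such pair, with 0 the highest other count in these comparisons, are too few for a share under 0.05.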
